# The Mucin MUC4 and Its Membrane Partner ErbB2 Regulate Biological Properties of Human CAPAN-2 Pancreatic Cancer Cells *via* Different Signalling Pathways

**DOI:** 10.1371/journal.pone.0032232

**Published:** 2012-02-29

**Authors:** Nicolas Jonckheere, Nicolas Skrypek, Johann Merlin, Anne Frédérique Dessein, Patrick Dumont, Emmanuelle Leteurtre, Ann Harris, Jean-Luc Desseyn, Christiane Susini, Frédéric Frénois, Isabelle Van Seuningen

## Abstract

The mucin MUC4 and its membrane partner the ErbB2 oncogenic receptor are potential interacting partners in human pancreatic tumour development. However, the way they function is still largely unknown. In this work, we aimed to identify the cellular mechanisms and the intracellular signalling pathways under the control of both ErbB2 and MUC4 in a human pancreatic adenocarcinomatous cell line. Using co-immunoprecipitation and GST pull-down, we show that MUC4 and ErbB2 interact in the human pancreatic adenocarcinomatous cell line CAPAN-2 *via* the EGF domains of MUC4. Stable cell clones were generated in which either MUC4 or ErbB2 were knocked down (KD) by a shRNA approach. Biological properties of these cells were then studied *in vitro* and *in vivo*. Our results show that ErbB2-KD cells are more apoptotic and less proliferative (decreased cyclin D1 and increased p27kip1 expression) while migration and invasive properties were not altered. MUC4-KD clones were less proliferative with decreased cyclin D1 expression, G1 cell cycle arrest and altered ErbB2/ErbB3 expression. Their migration properties were reduced whereas invasive properties were increased. Importantly, inhibition of ErbB2 and MUC4 expression did not impair the same signalling pathways (inhibition of MUC4 expression affected the JNK pathway whereas that of ErbB2 altered the MAPK pathway). Finally, ErbB2-KD and MUC4-KD cells showed impaired tumour growth *in vivo*. Our results show that ErbB2 and MUC4, which interact physically, activate different intracellular signalling pathways to regulate biological properties of CAPAN-2 pancreatic cancer cells.

## Introduction

Pancreatic Ductal Adenocarcinoma (PDAC) is the 4th leading cause of death by cancer in the world. The survival curve is extremely short (6 months) and the survival rate at 5 years is very low (3%). This dramatic outcome is related to a lack of therapeutic tools and early diagnostic markers which makes pancreatic cancer the most deadly cancer. At the time of diagnosis, more than 80% of PDAC are already metastatic or locally advanced and only about 10 to 15% of patients are considered eligible for surgical resection. Pancreatic carcinogenesis follows a metaplasia/dysplasia/cancer progression with PDAC developing from ductal lesion precursors called Pancreatic Intraepithelial Neoplasia (PanIN-1A/-1B/-2/-3) in which histologic, cytologic and genetic alterations accumulate [1], [2]. Identification of new molecular targets, especially those with altered expression in early PanIN, and deciphering the molecular mechanisms underlying the disease, will undoubtedly allow the development of new therapeutic approaches to stop/slow down tumour progression.

In this context, the membrane-bound mucin MUC4, which is expressed as early as in PanIN-1A whereas it is not expressed in the healthy pancreas, and its membrane partner the oncogenic receptor ErbB2 which is frequently overexpressed in pancreatic cancer as well as in PanINs, represent promising therapeutic targets [3], [4], [5], [6].

The MUC4 gene encodes a large apomucin (930 kDa) composed of two subunits MUC4α and MUC4β [7], [8], [9], [10]. MUC4α is the extracellular subunit featuring a typical hyperglycosylated region. MUC4β is the trans-membrane subunit containing three EGF-like domains (EGF3, EGF1 and EGF2 located from C-terminus to N-terminus) that are conserved in humans and rodents [4], [11]. Experimental evidence with rat homologues of Muc4 and ErbB2 suggests that the EGF-like domains play a role in receptor-ligand interactions and are a regulator in signalling related to growth, motility or differentiation of the cell [4], [12]. From these data, Carraway and collaborators have proposed Muc4 as a modulator of the proliferation/differentiation balance [13] but at this time, such proposed mechanism has not been validated for human MUC4.

The oncogene neu encodes ErbB2/HER2 type I transmembrane growth factor receptor that belongs to the epidermal growth factor receptor (EGFR/ErbB1) family comprising ErbB3 and ErbB4. The ErbB2 protein consists in an extracellular domain, a transmembrane domain and an intracellular tyrosine kinase domain. ErbB2 has no known ligand and is described as a co-receptor which hetero-dimerizes with the other ErbB receptors [14]. ErbB2 is commonly overexpressed in cancers, including PDAC, where ErbB2 is frequently amplified.

Studies in human cells remain scarce and suggest so far a possible role for MUC4 in the biological properties of pancreatic cancer cells [15], [16]. Regarding ErbB2, only one recent study in another pancreatic cancer cell model has shown that ErbB2 may be involved in the properties of pancreatic cancer cells [17]. Previous works in colon and pulmonary cells showed that MUC4 and ErbB2 may act as a functional complex and transduce signals intracellularly [18], [19]. However, it remains unclear whether MUC4 and ErbB2 activate the same signalling pathway(s).

In the present work, we undertook to identify the intracellular signalling pathways under the control of either ErbB2 or MUC4 in the same cellular model of pancreatic cancer to test this hypothesis. We show that human MUC4 and ErbB2 do physically interact in pancreatic cancer cells and that inhibition of expression of each membrane partners does not impair the same signalling pathways (inhibition of MUC4 expression affects the JNK pathway whereas that of ErbB2 alters the MAPK pathway). Different effects on the biological properties of pancreatic cancer cells were observed, suggesting independent activities of these two proteins with a role in pancreatic tumour growth for ErbB2, while MUC4 appears to be involved in both tumour growth and dissemination.

## Materials and Methods

### Establishment of ErbB2 and MUC4 KD cell lines

The CAPAN-2 pancreatic cancer cell line (ATCC, HTB-80) was cultured as previously described [20]. ErbB2-KD cells were obtained following stable transfection of CAPAN-2 cells with pGeneClip™ puromycin vector encoding ErbB2 ShRNA (SA Biosciences™). Stable transfection of 1 µg of ScaI digested plasmid was performed with Effectene® (Qiagen, Courtaboeuf, France) following manufacturer's protocol. The empty vector was used to raise control clones called Non Targeting (NT). Selection was performed using puromycine (0.1 µg/ml, InvivoGen, Limoges, France) and clones were isolated by limited serial dilution. MUC4-Knocked Down (KD) cells were obtained by retroviral infection of CAPAN-2 cells with pRetroSuper plasmid (SA Biosciences™) containing a sequence targeting MUC4 (5′-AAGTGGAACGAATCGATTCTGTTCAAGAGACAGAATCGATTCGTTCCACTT-3′). The empty vector was used to raise control clones called *Mock*. Selection was performed using G418/geneticine (300 µg/ml, Invitrogen, Cergy Pontoise, France) and clones were isolated by serial limit dilution.

### Western blotting

Cytosolic, nuclear and total cellular extracts were prepared as described in Van Seuningen *et al.* [21] and Jonckheere *et al.* [22], respectively and kept at −80°C until use. Protein content (2 µl of nuclear extracts) was measured in 96-well plates using the bicinchoninic acid method as described in the manufacturer's instruction manual (Pierce). Western blotting was carried out on nitrocellulose membrane (0.2 µm, Schleicher and Schuell) as previously described [23]. Membranes were probed with antibodies against ErbB-2 (clone Ab-1, dilution 1/500), p27kip1 (dilution 1/500) from Lab Vision Neomarker, USA; phospho-p42/44MAPK (Thr202/Tyr204) (clone 20G11, dilution 1/500), p42/44MAPK (clone I37F5, dilution 1/500), phospho-SAPK/JNK (Thr183/Tyr185) (#9251, dilution 1/500), SAPK/JNK (clone 56G8, 1/500), phospho-p38MAPK (Thr180/Tyr182) (clone D3F9, 1/1000), p38MAPK (#9212, dilution 1/1000), FAK (#3285, dilution 1/1000), phospho-Akt (Ser473) (clone D9E, 1/1000), Akt (clone C67E7, dilution 1/1000), cyclin D1 (clone DCS6, dilution 1/500), EGFR (#2232, dilution 1/500), all from Cell Signaling Technology, USA; ErbB-3 (clone C-17, 1/500), ErbB-4 (clone C-18, dilution 1/500), MMP2 (clone H-76, dilution 1/500), MMP9 (clone 6-6B, dilution 1/500), Bcl-xL (clone H-5, dilution 1/500), Bax (clone N-20, dilution 1/500), MUC4 (8G7, dilution 1/500) all from Santa Cruz Biotechnology, USA; MUC1 (M8, generous gift from Dr D. Swallow, London), or β-actin (A5441, dilution 1/5000) from Sigma, France. Antibodies were diluted in Tris-Buffered Saline containing 5% (w/v) non-fat dry milk and Tween-20 (TBS-T), except for MUC4 and β-actin and incubated overnight at 4°C before processing with immunostaining. Peroxidase-conjugated secondary antibodies (Sigma) were used and immunoreactive bands were visualised using the West Pico chemoluminescent substrate (Perbio, Brebières, France). Chemo-luminescence was visualised using LAS4000 apparatus (Fujifilm) and results were integrated using Gel analyst software® (Claravision). The data presented are representative of three independent experiments.

### Co-immunoprecipitation of the MUC4-ErbB2 complex

150 µg of CAPAN-2 cellular extract were incubated overnight with 1.5 µg of anti-ErbB2 antibody (Rabbit polyclonal, Ab-1, Thermo Scientific). Protein A was covalently attached to crosslinked 4% agarose beads (Sigma, France), equilibrated with 1× binding buffer (200 mM Tris-HCl pH 7.5 containing 1 M NaCl, 20 mM EDTA, and 2% NP40 (v/v)) and added to the lysate-antibody mix and incubated on a rotating platform for 2 h at 4°C. Beads were then washed three times with 1× binding buffer. Rabbit IgGs (Millipore) were used as a negative control. Washed beads were then mixed with 2× SDS gel loading buffer before electrophoresis on a 2% (w/v) agarose gel and immunoblotting as described before [23].

### Construction of the GST-MUC4_EGF3+1+2_ fusion protein

The cDNA encoding the MUC4_EGF3+1+2_ sequence was amplified by PCR using a FLAG epitope-tagged version of the MUC4β subunit [16] called MUC4F2-CF2 as the template and F_EGF3 (5′-CGCGGATCCGCCTGTGAGGAGCCG-3′) and R_EGF1 (5′-TCCCCCGGG TCAGAAGCAGCGGCTGTC-3′) as primers. The PCR product encoding MUC4_EGF3+1+2_ was digested by *BamHI* and *SmaI* and inserted into pGEX-4T1 (GE Lifesciences). The pGEX-4T1-GST-MUC4_EGF3+1+2_ construct was then transfected in B834pLysS *E. coli* (Novagen) using electroporation and *E. coli* was grown in Luria Bertani medium (Invitrogen) to an OD_600_ of 0.8. GST-MUC4_EGF3+1+2_ fusion protein expression was then induced by adding 1 mM of isopropylthiogalactopyranosyl (Ambion) at 15°C overnight. The cells were harvested by centrifugation at 3800× g at 4°C, resuspended in 60 ml lysis buffer (1× PBS, 1 mM DTT, 1 mM EDTA, 1% (v/v) Triton X/100) and lysed by sonication (Branson Sonifier 250). After centrifugation (20 000× g, 90 min, 4°C), the supernatant was recovered, and GST-MUC4_EGF3+1+2_ was separated from the whole-cell lysate using glutathione agarose beads (Qiagen). After washing beads with lysis buffer, GST-MUC4_EGF3+1+2_ fusion protein was eluted by 40 mM of reduced glutathione in a 50 mM Tris-HCl pH 8.0 buffer containing 150 mM NaCl, 0.1% (v/v) Triton X/100 and 1 mM DTT. Protein purity was determined by Coomassie blue staining after a 12% SDS-PAGE. The purified protein was dialysed against 1× binding buffer and stored at 4°C until use.

### GST pull-down

The GST-MUC4_EGF3+1+2_ was loaded on equilibrated glutathione beads (Qiagen,) as described by the manufacturer. After overnight binding at 4°C in the presence of the human recombinant ErbB2 protein (5 µg, R&D systems, Lille, France), the glutathione beads were washed 3 times with 1× binding buffer. The washed beads were then mixed with 2× SDS loading buffer and boiled at 100°C for 5 min. The supernatant was loaded on a 6% SDS-PAGE and blotted on a PVDF membrane. ErbB2 Western blotting was carried out as described above.

### Proximity ligand assay

*In situ* proximity ligand assays were performed using Duolink II Red Starter Kit (Olink, UPPSALA, Sweden) following the manufacturer's protocol. Briefly, 2.5×10^5^ cells were seeded in a Chamber Slide permanox (Nunc, Brumath, France) and incubated 72 h to reach 70–80% confluence. Cells were fixed 20 min with 4% (v/v) paraformaldehyde at RT before a blocking step with the blocking solution for 30 min at 37°C. Primary antibodies against MUC4 (8G7) and ErbB2 (C-18) were diluted at 1/50 in 1× PBS pH 7.4 and incubated for 90 min at RT. PLA probe anti-rabbit PLUS and anti-mouse MINUS were diluted at 1/5 in antibody diluent, and incubated with cells 1 h at 37°C after two washing steps. Ligation and amplification were then performed at 37°C in order to visualize the complex. Slides were mounted with Duolink II Mounting Medium containing DAPI. Stainings were visualized with a Zeiss LSM 710 confocal microscope (Zeiss, Jena, Germany), images were captured and analysed with the Zeiss Efficient Navigation software (Zeiss, Jena, Germany).

### Confocal microscopy

Confocal microscopy was carried out as previously described [24]. MUC4 (8G7, Santa Cruz) and ErbB2 (C-18, Santa Cruz) antibodies were used at the 1/50 dilution in 1× D-PBS+Mg^2+^+Ca^2+^ (Invitrogen) containing 0.2% (w/v) saponin and 2% (v/v) goat serum. AlexaFluor® 594 goat anti-mouse and AlexaFluor® 488 goat anti-rabbit (Invitrogen) secondary antibodies were respectively used to detect MUC4 and ErbB2 expression.

### Migration and Invasion assays

Cell migration and invasion properties of the different clones were assessed using respectively 24 well control Boyden chambers (8 µm pores) and chambers coated with Matrigel® matrix (BD Biosciences, le Pont de Claix, France) following manufacturer's protocol. Briefly, 10% (v/v) foetal bovine serum was used as chemoattractant in the lower chamber. 5×10^4^ cells were plated in the top chamber and incubated for 48 h. After staining with DiffQuick (Mediane Diagnostics, Plaisir, France), cells on the lower surface were counted using light microscopy at ×100 magnification. Eight random vision fields were counted and the experiment was repeated four times.

### Flow Cytometry

Cells were cultured during 24 h before being harvested by trypsinization, and then resuspended in 1× PBS. The cells were fixed by addition of 1 ml of 70% (v/v) ethanol and incubation on ice for 30 min. Cells were then washed with 1× PBS, treated for 5 min with RNase A (100 mg.ml^−1^) and finally stained with propidium iodide (50 mg.ml^−1^, Sigma) for 30 min. Cell analysis was carried out on a Beckman Coulter EPICS XL3-MCL (Villepinte, France) using the Wincycle software (Phoenix Flow Systems, San Diego, CA, USA).

### Subcutaneous xenografts

Subcutaneous (SC) xenografts (6×10^6^ cells in 150 µl of RPMI 1640) of CAPAN-2 clones were injected with 150 µl of Matrigel® (ref 354262, BD Biosciences, le Pont de Claix, France) into severe-combined immunodeficient (SCID) mice that were bred and maintained under pathogen-free conditions (6 mice/cell type). Tumour development was followed periodically. The tumour volume (mm^3^) was determined by calculating V = W^2^×L/2 in which W corresponds to the width (in mm) and L to the tumour length (in mm). Mice were killed 55 days after inoculation. All procedures were in accordance with the guideline and approved by the animal care committee (Comité Ethique Expérimentation Animale Nord Pas-de-Calais, Permit/Protocol number: AF042008). For each SC tumour, tissue was fixed in formalin before paraffin inclusion. Mice presenting features of pain (weight loss, cachexia, piloerection) or bearing tumour reaching 1 cm^3^ were sacrificed.

### Immunohistochemistry

SC xenografted tissues were fixed in 10% (w/v) buffered formaldehyde, embedded in paraffin, cut at 4 µm thickness and applied on SuperFrost® slides (Menzel-Glaser, Braunschweig, Germany). Slides were then stained with Hematoxylin-Eosin-Saffron-Astra blue. Manual immunohistochemistry (IHC) was carried out as described in Van der Sluis *et al* [25] and automatic IHC with an automated immunostainer (ES, Ventana Medical System, Strasbourg, France) as in Mariette *et al* [26]. The antibodies were used as followed: 1∶200 dilution of anti-ErbB2 (DAKO), 1∶100 of anti-MUC4 8G7 (Santa Cruz Biotechnology) and 1∶50 of anti-MUC1 M8.

### DNA Microarray analysis

Comparative transcriptome analyses were conducted on four MUC4-KD and four ErbB2-KD cellular clones. They were compared to a pool of four Mock and four NT cellular clones, respectively. RNA quality was checked using the Agilent 2100 Bioanalyser (Agilent Technologies, Massy, France). cRNA samples were synthesized using low input RNA fluorescent linear amplification kit (Agilent). Hybridization of Cy3 and Cy5 labelled cRNA was performed on the human 44 K pangenomic 60 mer oligonucleotide microarray (Agilent) according to the manufacturer's protocol. Microarrays were scanned using the Agilent scanner G2505C and Feature Extraction software (v10.5). Data were processed with the GeneSpring software (v10) for normalization, filtering, and statistical analysis. The genes upregulated or downregulated (fold change >5) with statistical significance (P<0.05) were sorted using asymptotic P value computation. All data are MIAME compliant. The raw data has been deposited in Gene Expression Omnibus (GEO, accession number: GSE31322).

### qRT-PCR

Total RNAs from pancreatic cancer cells were prepared using the NucleoSpin® RNA II kit (Macherey Nagel) following manufacturer's protocol. cDNAs were prepared as previously described [27]. PCR was performed using SsoFast™ Evagreen Supermix kit following manufacturer protocol using the CFX96 real time PCR system (Biorad). Primer information is given in table S1.

### Statistical analysis

Statistical analyses were performed using Graphpad Prism 4.0 software (Graphpad softwares Inc., La Jolla, USA). Data are presented as mean ±SEM. Differences in the mean of two samples were analysed by the student's *t* test or one way ANOVA test with selected comparison using Tukey's HSD post-hoc test with differences less than 0.05 considered significant and were indicated with an *. ** indicates p<0.01, *** indicates p<0.001. Differences of contingency were analysed using Chi square test.

## Results

### MUC4 and ErbB2 physically interact in the CAPAN-2 pancreatic cancer cells

Immunoprecipitation of CAPAN-2 cellular extract with anti-ErbB2 antibody was performed before immunoblotting with anti-MUC4 antibody. MUC4 immunostaining indicates that MUC4 co-immunoprecipitated with ErbB2 in CAPAN-2 cells (Figure 1A, lane 1). Specificity of the interaction was assessed using irrelevant rabbit IgGs that showed no immunoprecipitated band (lane 2). In order to show a direct physical interaction between MUC4 and ErbB2, we first carried out a GST pull-down assay. For that, we made a GST-MUC4_EGF3+1+2_ fusion protein which contains the three EGF-like domains of MUC4. We then prepared two affinity columns bearing either the GST-MUC4_EGF3+1+2_ fusion protein or the GST alone on which recombinant human ErbB2 was loaded. Following affinity chromatography, anti-ErbB2 immunoblot showed an ErbB2 specific band for the glutathione beads column bearing the GST-MUC4_EGF3+1+2_ fusion protein (Figure 1B, lane 1). No bands were observed for the glutathione column bearing GST alone (lane 2).

**Figure 1:**
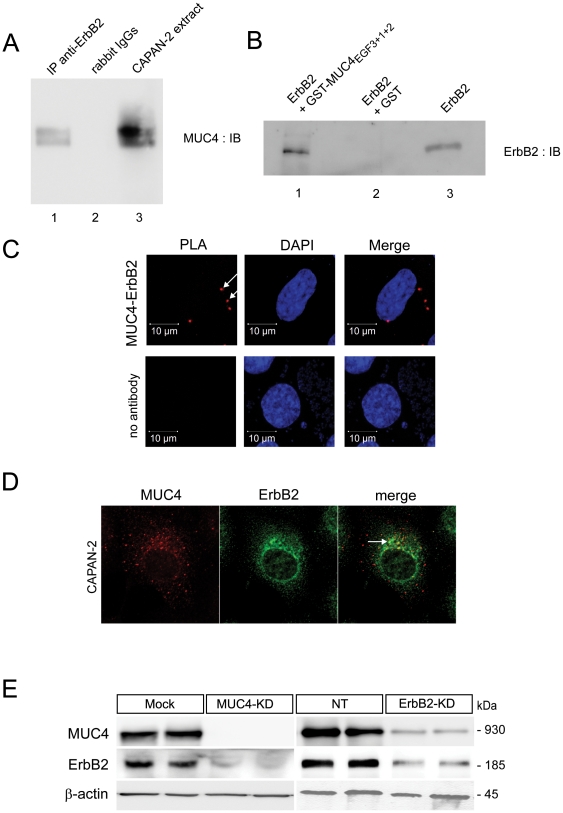
MUC4 and ErbB2 form a complex – Characterisation of MUC4-KD and ErbB2-KD cells. (**A**) Co-immunoprecipitation of 150 µg of CAPAN-2 cellular extract with anti-ErbB2 antibody (lane 1) or rabbit IgGs (lane 2). CAPAN-2 cell extract alone (lane 3). (**B**) ErbB2 immunoblot of GST pull-down of recombinant human ErbB2 protein with GST-MUC4_EGF3+1+2_ glutathione beads (lane 1) or GST glutathione beads (lane 2). Recombinant ErbB2 alone (lane 3). (**C**) *In situ* proximity ligand assay on CAPAN-2 cells. MUC4 and ErbB2 complexes (red dots) are indicated by an arrow. Nuclei were stained using DAPI. Control experiment was conducted in the absence of primary antibody. (**D**) Immunofluorescence detection of MUC4 (red) and ErbB2 (green) by confocal microscopy showed co-localization of the two proteins (yellow). (**E**) Expression of MUC4 and ErbB2 in two representative clones of MUC4-KD and ErbB2-KD cells and their respective controls (Mock and NT) by Western blotting.

Interaction between MUC4 and ErbB2 was then confirmed using another approach that is the *in situ* proximity ligation assays (PLA). The results indicate that MUC4 and ErbB2 form an endogenous complex in CAPAN-2 cells (red dots, arrows, Figure 1C). Finally, confocal microscopy studies confirmed the co-localisation of MUC4 and ErbB2 in CAPAN-2 cells (Figure 1D). Altogether, these results indicate that MUC4 and ErbB2 physically interact in CAPAN-2 pancreatic cancer cells *via* MUC4_EGF3+1+2_ region that contains the three EGF-like domains. We then undertook to identify the cellular mechanisms and the intracellular signalling pathways under the control of both partners.

### Generation and characterization of stable ErbB2-KD and MUC4-KD cellular clones

The five ErbB2-KD and seven MUC4-KD cellular clones showed respectively almost complete or total inhibition of ErbB2 and MUC4 expression compared to control clones (Figure 1E). Western blot analysis of another membrane-bound mucin that is important in cancer, MUC1, indicated that inhibition of MUC4 dramatically impaired that of MUC1 whereas inhibition of ErbB2 had no effect (Figure S1). When we looked at the expression of the three other members of the ErbB receptor family, inhibition of MUC4 or ErbB2 expression led to a strong decrease of ErbB2 and ErbB3 (MUC4-KD) and of ErbB3 (ErbB2-KD), respectively, whereas no effect was detected for ErbB1 and ErbB4 (Figure S1).

### Role of ErbB2 and MUC4 on cell proliferation and apoptosis

MUC4-KD cells showed a decreased proliferation from 48 h that was sustained at 72 h and became significant at 96 h (44% less than Mock cells, p<0.05). ErbB2-KD cells were also less proliferative with a significant decrease of 27% at 96 h (p<0.05) (Figure 2A). A strong cell cycle arrest in the G1 phase (54.5%±0.13) was observed in MUC4-KD cells when compared with Mock cells (37.4%±7.2, *, p = 0.016) (Figure 2B). Moreover, the G2M phase was much shorter in MUC4-KD cells (20.9%±4.7) compared to Mock control cells (39.6%±6.7, **, p = 0.0035) (overall *, p = 0.0102). In ErbB2-KD cells, a trend toward a cell cycle arrest in G1 also occurred that remained statistically non significant (p = 0.119) (Figure 2B). In order to identify the mechanisms responsible for this alteration in proliferation, expression of cell cycle markers was evaluated by Western blotting (Figure 2C). Clearly, decreased proliferation in MUC4-KD cells was associated with repression of cyclin D1. In ErbB2-KD cells, decreased proliferation was associated with both increased expression of p27^kip1^ cell cycle inhibitor and decrease of cyclin D1 (Figure 2D), suggesting a cellular arrest at the G1/S proliferation checkpoint.

**Figure 2:**
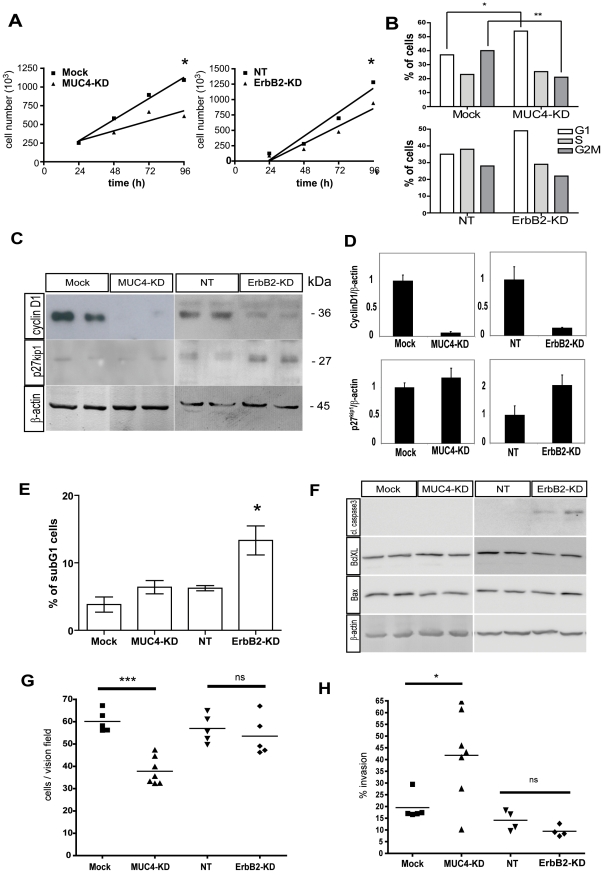
Role of ErbB2 and MUC4 on cell proliferation, cell cycle apoptosis, migration and invasion properties of pancreatic cancer cells. (**A**) Cell growth was assessed by cell counting at 24, 48, 72 and 96 h for CAPAN-2 MUC4-KD or ErbB2-KD and their respective controls (Mock and NT). * = p<0.05 using student *t*-test. (**B**) Cell cycle distribution profiles of MUC4-KD, ErbB2-KD and their control clones (Mock and NT) by flow cytometry following incubation with propidium iodure. The values are expressed as the mean of three independent experiments. * = p<0.05 using Chi square test. ns = non significant. (**C**) Effect of MUC4 or ErbB2 silencing was analysed on cell cycle marker cyclin D1 and p27^kip1^ by western blot. β-actin was measured as the internal control. (**D**) Bands were quantified by densitometry. Histograms of the ratio (cyclin D1 or p27^kip1^/β-actin) are shown. (**E**) % of subG1 population of MUC4-KD, ErbB2-KD and controls (Mock and NT, respectively) was determined by flow cytometry following incubation with propidium iodure (* = p<0.05). (**F**) Western blot were carried out for cleaved caspase 3, Bcl_XL_ and Bax in MUC4-KD, ErbB2-KD and their respective controls (Mock and NT). β-actin was evaluated as an internal control. (**G**) Migration properties of MUC4-KD, ErbB2-KD and control clones (Mock and NT) were evaluated using Boyden chambers. Results are expressed as average migratory cell number per vision field (*** = P<0.001, ns = non significant). (**H**) % of invasion (invasive cells/migratory cells) was determined using Boyden chambers coated with Matrigel®.

To assess whether MUC4 or ErbB2 inhibition could also affect apoptosis, measurement of apoptotic cell population (subG1 cells) by flow cytometry was carried out (Figure 2E). The results indicated a significant increase of subG1 population (13.33%±2.1) in ErbB2-KD cells when compared to NT control clones (6.2%±0.4) (*, p = 0.017). In MUC4-KD cells, no differences in subG1 cell population were observed when compared to Mock control clones (ns, p = 0.19). Expression of apoptotic markers by immunoblotting indicated that Bax and Bcl_XL_ were not altered in both MUC4-KD and ErbB2-KD cells whereas increase of cleaved caspase-3 was observed in ErbB2-KD cells (Figure 2F).

### Role of MUC4 and ErbB2 in cell migration/invasion/adhesion

To assess the role of MUC4 and ErbB2 in cell migration/invasion, experiments were carried out in Boyden chambers without or with Matrigel® coating, respectively. The results indicated that a significant lower number of migratory cells was observed in MUC4-KD cells (37.8±1.5) compared to Mock cells (60.1±3.3) (p≤0.001) whereas no significant difference was found in ErbB2-KD cells (53.5±8.8) compared to NT control clones (56.2±6.3) (Figure 2G). When we measured invasiveness, MUC4-KD cells appeared significantly more invasive (41.8%±1.5, n = 7) than cells expressing MUC4 (mock) (19.5%±1.5, n = 5) (p = 0.029) (Figure 2H). ErbB2-KD clones, on the other hand, were slightly less invasive (9.4%±1.15) than cells expressing ErbB2 (NT, 14.14%±2.1) but this decrease was not significant (p = 0.09). The ability of MUC4-KD and ErbB2-KD cells to adhere on Matrigel® (made of two components of the pancreatic extracellular matrix collagen IV and laminin) or collagen I was also assessed but no significant differences were found for either cells (not shown).

### Role of ErbB2 and MUC4 in intracellular signalling

The impact of ErbB2 or MUC4 on the major pathways of intracellular signalling was studied by Western blotting for: MAPKs (p42/44, p38 and JNK), Akt, and Focal Adhesion Kinase (FAK) (Figure 3 and Figure S2). Phosphorylation of p42/p44 MAPK was totally abolished in ErbB2-KD cells compared to NT control clones, indicating complete inhibition of this pathway subsequent to ErbB2 silencing. In MUC4-KD cells compared to mock clones, constitutive p42/p44 MAPK decreased whereas phosphorylated p42/44 increased suggesting an activation of the MAPK pathway linked to MUC4 suppression.

**Figure 3:**
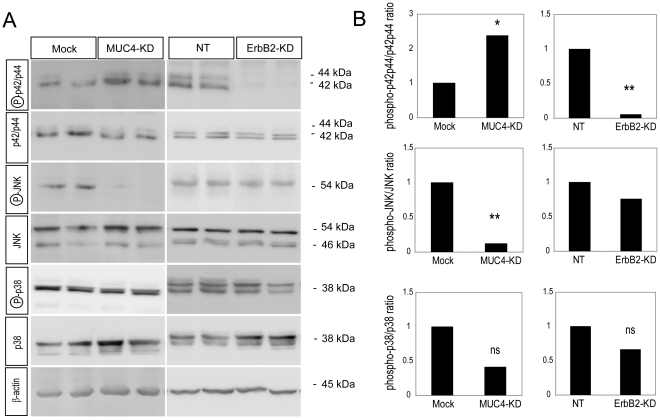
Impact of ErbB2 and MUC4 on MAPK/SAPK (p42/p44, JNK, p38) signalling pathways. (A) Western blot analyses were carried out on cytosolic extract of MUC4-KD, ErbB2-KD and controls (Mock and NT respectively) for expression of both phosphorylated and constitutive forms of p42/p44, JNK and p38 MAPK. β-actin was used as the internal control. Two representative clones are presented. (B) Bands were quantified by densitometry. Histograms of the ratio (phosphorylated/constitutive form) for p42/p44, JNK and p38 MAPK kinases are shown.

When we looked at the JNK pathway, a total repression of JNK phosphorylation was observed in MUC4-KD clones compared to Mock controls suggesting that MUC4 expression dramatically impacts JNK pathway activity. No effect on the JNK pathway was observed in ErbB2-KD clones. p38 MAPK pathway did not appear to be significantly altered following either ErbB2 or MUC4 silencing (Figure 3). Similarly, Akt and FAK pathways were not significantly modified (Figure S2).

Altogether, these results show that loss of MUC4 and ErbB2 dramatically impairs JNK and p42/44 MAPK signalling pathways, respectively.

### Effect of ErbB2 and MUC4 on tumour properties *in vivo*

To confirm *in vitro* data of MUC4 and ErbB2 effects on tumour cell properties, SC xenograft studies were carried out. The results indicate that the tumour volume was significantly lower in xenografted mice with M4-2-1 or M4-2-10 clones at day 22 (Figure 4A) in which absence of MUC4 was confirmed by IHC (Figure 4B). Reduction of ErbB2 expression previously shown *in vitro* by Western blotting was also confirmed *in vivo* in MUC4-KD tumours by IHC (Figure 4B). The relative tumour volume was 0.14±0.05 for M4-2-1 and 0.22±0.03 for M4-2-10 (80–90% decrease) when compared to Mock control tumour volume (1±0.3). The decrease was statistically significant for both clones (**, p = 0.0012) (Figure 4A).

**Figure 4:**
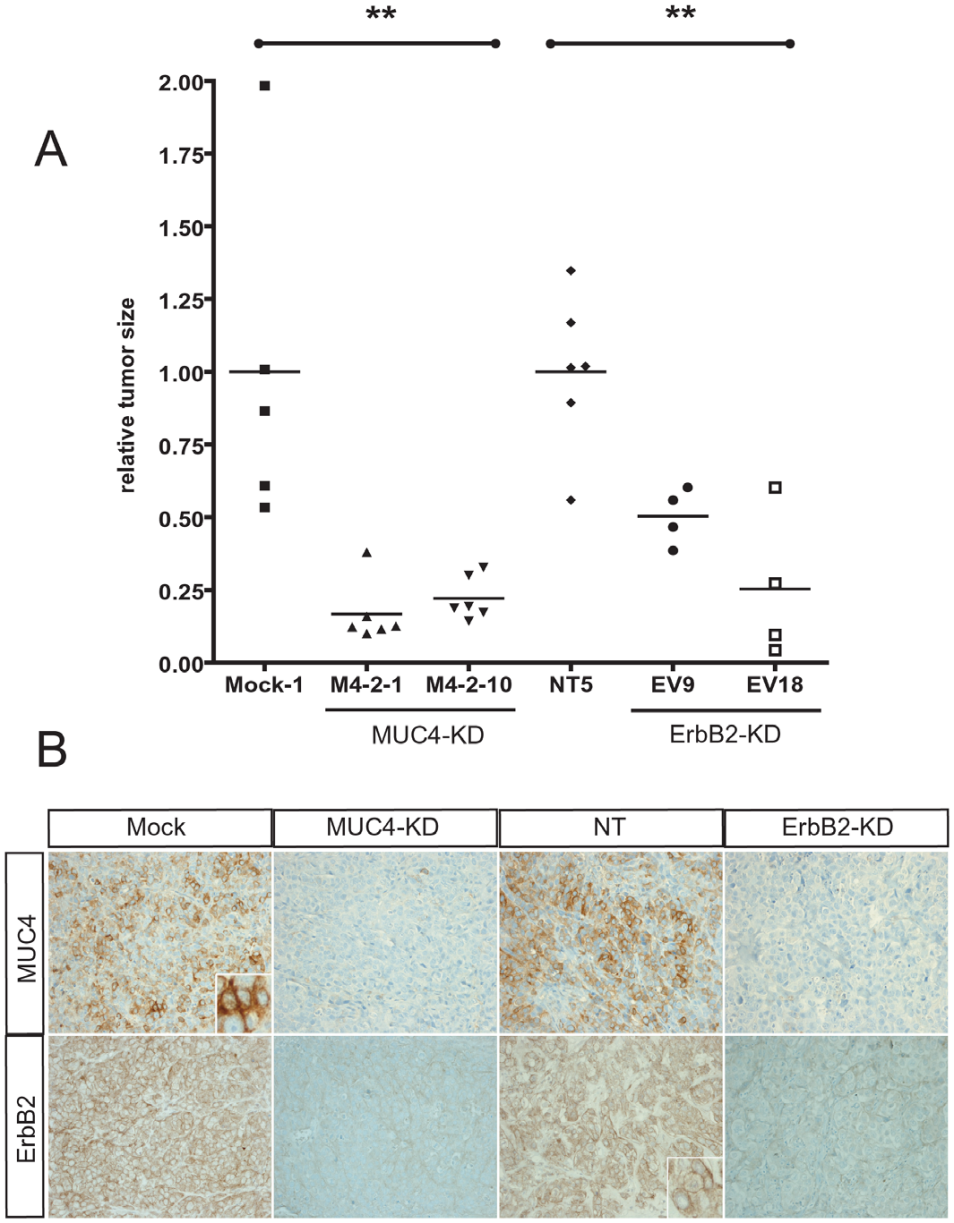
Effect of ErbB2 and MUC4 on tumour growth *in vivo*. (A) Subcutaneous xenograft of MUC4-KD (M4-2-1 and M4-2-10), ErbB2-KD (EV9 and EV18) and control (Mock-1 and NT5) cells were performed in six SCID mice. Relative tumour size was determined at day 22. (B) IHC analysis of MUC4 and ErbB2 expression was analysed on extracted tumours. MUC4 is expressed at the membrane surface and within the cytoplasm in Mock cells (insert). ErbB2 is expressed at the membrane surface in NT control cells (insert).

A significant reduction of tumour size was also observed in tumours derived from EV9 (0.55±0.17) and EV18 (0.18±012) ErbB2-KD cells when compared to NT controls (1±0.1, **, p = 0.017). As expected, a dramatic reduction of ErbB2 expression in ErbB2-KD tumours was observed by IHC (Figure 4B). Interestingly, MUC4 expression was strongly repressed in ErbB2-KD tumours (Figure 4B) confirming the strong decrease in MUC4 level in ErbB2-KD cells observed by immunoblotting (see Figure 1).

Altogether, these results indicate that both ErbB2 and MUC4 play a role in pancreatic tumour growth *in vivo*.

### Effect of ErbB2 and MUC4 on gene expression

In order to identify new pathways regulated by ErbB2 and MUC4, comparative transcriptome analyses were carried out by using DNA microarrays on expressing and non-expressing cell lines (table S2 & S3, GEO accession number: GSE31322). 

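CAPAN-2 is an established line of human pancreatic adenocarcinoma cells. The comparison of each knockdown with its control used 4 Agilent 2-colour arrays of 41000 probes, with, by the methods, 1 knockdown clone on each array (the labels name the clones of ErbB2-KD only) and the RNA pool of 4 control clones in the other channel (NT for ErbB2-KD, Mock for MUC4-KD, both with the empty vector). In each experiment the RNA labelled as the knockdown was in Cy5 on 2 arrays and in Cy3 on the other 2, and every ratio was turned to knockdown over control by the dyes of the labels. Because the same pool was used on all arrays of an experiment, it counts as 1 control sample, and the ratio was tested against 0, which leaves out the spread of the control. The authors scanned the arrays and deposited the spot intensities and log ratios of the Feature Extraction software. The median spot signal lay between 100 and 593 on the ErbB2-KD arrays and between 100 and 200 on the MUC4-KD arrays, and 63.2% to 74.9% and 58.0% to 68.3% of the probes, respectively, were well above background in a channel. No spot was saturated. From these intensities, background was corrected by normexp with an offset of 50, each array was normalized by loess, spots of one probe were averaged, and probes well above background on all 4 arrays in the knockdown's or the control's channel were tested with limma (23869 probes in ErbB2-KD, 25047 in MUC4-KD). The number of arrays limits the precision: the SD between arrays of one experiment was 0.30 (ErbB2-KD) and 0.28 (MUC4-KD) on the log2 scale for the median probe.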

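The targeted genes were read first. ERBB2 (probe A_23_P89249) had a log2 ratio of -0.40 ± 0.12 (SD, n = 4) in ErbB2-KD and was lower on 4 of 4 arrays, with an adjusted p of 0.145 from limma. The other ERBB2 probe tested had a mean of 0.04. MUC4 (probe A_24_P208825) had a log2 ratio of 1.84 ± 0.57 (SD, n = 4) and was higher on 4 of 4 arrays in the RNA labelled MUC4-KD than in the RNA labelled Mock (limma adjusted p = 0.00800). This goes against the label of the knockdown. The fold changes in the part of Table S3 that could be read have the opposite sign to the deposited log ratios for all 1998 probes, with the same size within 0.0001 on the log2 scale, whereas the 254 fold changes of Table S2 have the same sign as the deposited log ratios. All values of this experiment are therefore given as RNA labelled MUC4-KD over RNA labelled Mock, and the direction of Table S3 is the opposite one. The alternative that moved the MUC4 ratio most was the mean of its 4 tested probes, 0.96. Over 9 alternatives of processing, model or test, the methods' t-test among them, the adjusted p by limma or that test ranged from 0.000577 to 0.281. Without replicate 3 the limma adjusted p was 0.0729.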

In ErbB2-KD cells, 254 and 61 genes were differentially expressed with equal to and/or more than five or two-fold difference, respectively in ErbB2-KD vs. Mock cells (p<0.01). 

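In ErbB2-KD, 574 of the 23869 probes differed by at least 2-fold at an unadjusted limma p under 0.01, 215 of them higher and 359 lower than in NT, and 62 differed by at least 5-fold (26 higher and 36 lower). These probes stand for 412 and 49 gene symbols. The direction was the same on all 4 arrays for 569 of the 574 probes. After Benjamini-Hochberg adjustment 342 probes passed an adjusted p of 0.05 (131 higher and 211 lower), and 268 of the 574 were among them. The methods' t-test moved the 2-fold count to 194, and the log ratios of Feature Extraction moved it to 1045 and the 5-fold count to 238. The adjusted count changed with single clones. It was 0 by limma without replicate 1, where 3864 probes had an unadjusted p under 0.05, 4 without replicate 3, 33 without replicate 4 and 489 without replicate 2.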

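In MUC4-KD, 1540 of the 25047 probes (977 gene symbols) differed by at least 2-fold at an unadjusted limma p under 0.01, and 90 probes (65 gene symbols) by at least 5-fold. Of the 1540 probes, 928 were higher and 612 lower in the RNA labelled MUC4-KD than in the RNA labelled Mock, and all 1540 also passed an adjusted p of 0.05. Over all sizes of change 5136 probes passed that threshold, 3012 of them higher and 2124 lower as labelled. Centring each array on its median in place of loess left 613 probes at 2-fold, 494 higher and 119 lower as labelled, and 1 probe at an adjusted p under 0.05 by limma, with 2175 at an unadjusted p under 0.05. Without replicate 4 the 2-fold count was 2457 and the adjusted count 9348, and without replicate 3 they were 926 and 154. The adjusted count was 588 without replicate 1 and 965 without replicate 2. With 1 spread estimated over all 8 arrays, 6738 probes passed the adjusted threshold in MUC4-KD and 1121 in ErbB2-KD.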

In MUC4-KD cells, over 2282 and 326 genes were altered with a five or two-fold difference, respectively in MUC4-KD vs. Mock cells (Figure S3). 

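Of the 90 probes that changed at least 5-fold in MUC4-KD, 36 were higher and 54 lower in the RNA labelled MUC4-KD, which in the direction of Table S3 is 36 lower and 54 higher. The split depended on the scale. It was 72 higher and 68 lower as labelled with a normexp offset of 10, 47 and 42 with median centring, and 412 and 231 with the log ratios of Feature Extraction. Without replicate 4, 165 probes changed at least 5-fold, 93 of them higher and 72 lower as labelled.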

Notably, more genes were found down-regulated (n = 209) than up-regulated (n = 117) following MUC4 silencing (fc>5, p<0.01). Interestingly, only 37 (f.c.>2) and 8 (f.c.>5) altered genes were common following ErbB2 and MUC4 silencing (p<0.01). 

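Of the 23081 probes tested in both experiments, 558 changed at least 2-fold in ErbB2-KD and 1472 in MUC4-KD, and 179 did so in both, where 35.6 would be shared by chance (Fisher's exact test, p = 2.87e-78, with probes not independent). The pools of the experiments were made from different control clones, so the comparisons share no control. Of the 179 probes, 129 changed in the same direction and 50 in opposite directions as labelled. With the MUC4-KD ratios in the direction of Table S3, 50 change in the same direction. At 5-fold 7 probes were shared (57 and 84 in the separate experiments, 0.207 by chance), for KRT81, KRT86, ITGB7, SLC12A7, LAMP3, IFI44L and KLHDC7B. The number shared at 2-fold was 340 with the log ratios of Feature Extraction and 13 with the methods' t-test, and 104 without ErbB2-KD replicate 3.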

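ATP2C2, ITGB7, KRT81, KRT86, SERPINA3 and COL8A1 passed an adjusted p of 0.05 by limma in both experiments, each with the same direction on 4 of 4 arrays. In ErbB2-KD over NT, the log2 ratio of KRT81 was 2.96 ± 0.69 (SD, n = 4, limma adjusted p = 0.0158), that of KRT86 2.45 ± 0.82 (limma adjusted p = 0.0287), that of ITGB7 2.38 ± 0.37 and that of COL8A1 1.86 ± 0.44, whereas SERPINA3 (-2.31 ± 0.45) and ATP2C2 (-1.86 ± 0.44) were lower. On ErbB2-KD array 4, ITGB7 was at 1.82, below the 2.53 to 2.59 of the other 3 arrays. In the RNA labelled MUC4-KD over the RNA labelled Mock, KRT81 was at -3.04 ± 0.60 (limma adjusted p = 0.00282), KRT86 at -2.96 ± 0.45, ATP2C2 at -2.85 ± 0.58 and ITGB7 at -2.38 ± 0.50, and SERPINA3 was at 2.32 ± 1.26 and COL8A1 at 1.84 ± 0.99 (SD, n = 4 for each). As labelled, ATP2C2 and COL8A1 thus changed the same way in both knockdowns and the 4 other genes in opposite ways, which is reversed in the direction of Table S3. SERPINA3 was well above background in the RNA labelled Mock on 3 of 4 arrays, and its other probe did not pass in ErbB2-KD (-0.99, limma adjusted p = 0.0693). With each ErbB2-KD array left out in turn, none of the 6 genes kept a limma adjusted p under 0.05 in all 4 cases (highest for KRT86, 0.143). In MUC4-KD all but SERPINA3 and COL8A1 did (highest for both, 0.132).

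**Figure D1:**
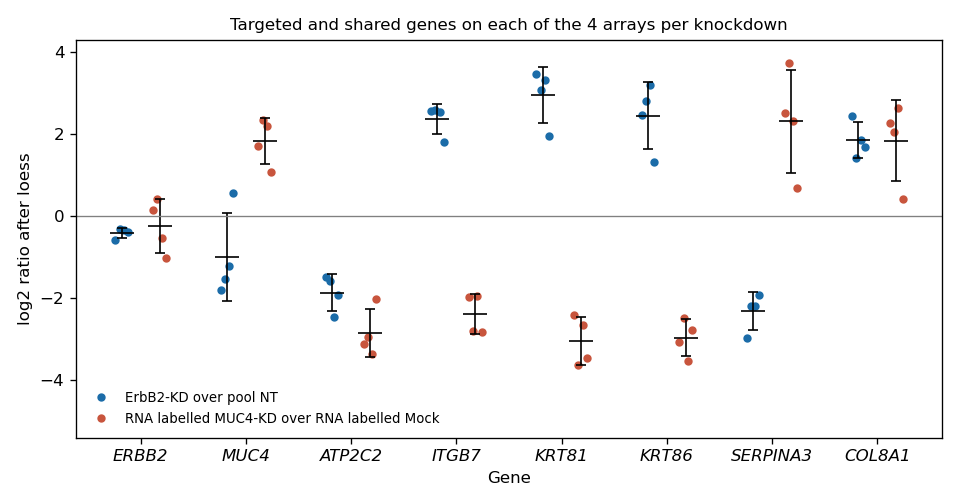
Log2 ratio after loess (vertical axis) of the targeted genes ERBB2 and MUC4 and of 6 shared genes (horizontal axis) on each of the 4 arrays per knockdown. Blue points are ErbB2-KD over pool NT, red points the RNA labelled MUC4-KD over the RNA labelled Mock, and black bars the mean with 1 SD. KRT81, KRT86 and ITGB7 lie above 0 on all blue and below 0 on all red points, and MUC4 lies above 0 on all red points.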

Among those, were found genes encoding ATPase, Ca^2+^ transporting, type 2C, member 2 (ATP2C2) (NM_014861), integrin-β7 (ITG-β7) (NM_000889), keratin81 (NM_002281), keratin86 (NM_002284), Serpina3 (NM_001085), collagen type VIII alpha1 (NM_001850) (f.c.>5) and STAT1 (IFN-γ signalling pathway) (NM_139266) (f.c.>2). 

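A set of 7 gene lists, fixed before the data were examined, was tested in each knockdown with camera at a preset correlation of 0.01, with p adjusted over the 14 tests. In ErbB2-KD the MAPK output genes had a mean log2 ratio of 0.27 over 26 probes and were higher on 3 of 4 arrays (camera adjusted p = 0.00633), the G2/M genes 0.18 (0.0214), also higher on 3 of 4 arrays, and the TGF-β response genes -0.09 with 6 of 23 probes higher (0.0292). The G1/S genes (0.03, adjusted p = 0.383), the AP-1 genes (0.03, 0.825) and the hypoxia genes (-0.02, 0.945, with the test's direction up) did not pass. Of these calls, that of the TGF-β response genes holds under fry (adjusted p = 0.0484), and none holds under the estimated correlation. Over 15 alternatives the call of the MAPK output genes held in 12, that of the G2/M genes in 9 and that of the TGF-β response genes in 8.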

Regulated genes in ErbB2-KD cells were related to control of transcription, signal transduction, cell adhesion or induction of apoptosis (table S4). 

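The list of cell cycle genes of the G2/M phase, with 29 genes tested, had a mean log2 ratio of 0.92 over 37 probes in the RNA labelled MUC4-KD, with array means of 0.86, 0.83, 1.02 and 0.96 and all 37 probes higher (camera adjusted p = 3.86e-16). These genes are lower in the direction of Table S3. The list of G1/S genes was at 0.14, with 21 of its 34 probes higher (adjusted p = 0.346). Of the lists for the other pathways of the text, the AP-1 genes had a mean of 0.10 (adjusted p = 0.354), the MAPK output genes 0.15 (0.333) and the TGF-β response genes 0.26 (0.361). With fry in place of camera the G2/M call holds (adjusted p = 0.00143), and with a correlation estimated from the 4 arrays it does not (0.0882).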

Regulated genes in MUC4-KD cells were related to control of transcription, DNA-dependent transcription, signal transduction, cell cycle, apoptosis or cell adhesion (table S5). Altered gene expression was then confirmed by carrying out qRT–PCR. Consistent with microarray data, increased expression of TGF-β1 and decreased expression of MUC4, and carbonic anhydrase 9 (CA-9) was found in MUC4-KD cells (Figure 5A). 

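On the arrays, TGFB1 had a log2 ratio of 0.45 ± 0.39 (SD, n = 4) in the RNA labelled MUC4-KD over the RNA labelled Mock, was higher on 3 of 4 arrays and did not pass (limma adjusted p = 0.104). CA9 was at 2.02 ± 1.08 (SD, n = 4, limma adjusted p = 0.0240) and higher on 4 of 4 arrays as labelled. Array 4 was at 0.40 and the other 3 between 2.45 and 2.63, and CA9 passed in 1 of the 4 cases with an array left out (limma adjusted p up to 0.137). MUC4 was higher as labelled, and its 3 other tested probes had means from 0.27 to 1.34, of which the largest passed. In the direction of Table S3, MUC4 and CA9 are lower in MUC4-KD, and so is TGFB1. From the changes of these genes on the arrays and by qRT-PCR (Figure 5A), the paper states that the changes found by microarray were also found by qRT-PCR.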

In a similar manner, up-regulation of CA-9, ITG-β6, ITG-β7 and TGF-β1 and down-regulation of ErbB2, and the calcium binding protein S100P was found in ErbB2-KD cells (Figure 5B).

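In ErbB2-KD, the array values of CA9 differed between clones: the log2 ratio over NT was 2.95, 0.20, 3.65 and -0.09 on the 4 arrays (mean 1.68, limma adjusted p = 0.271). TGFB1 had a mean of 0.50 ± 0.60 (SD, n = 4, limma adjusted p = 0.333) and was higher on 3 of 4 arrays. ITGB6 was lower on 4 of 4 arrays, at -1.05 ± 0.46 (SD, n = 4), and did not pass (limma adjusted p = 0.0657). S100P was at -0.01 ± 0.82 (SD, n = 4, limma adjusted p = 0.994), with 1.18 on array 1 and -0.40, -0.68 and -0.12 on the others, and was well above background in ErbB2-KD on 3 of 4 arrays. Of these genes, ITGB7 passed the adjusted threshold and ERBB2 did not.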

**Figure 5:**
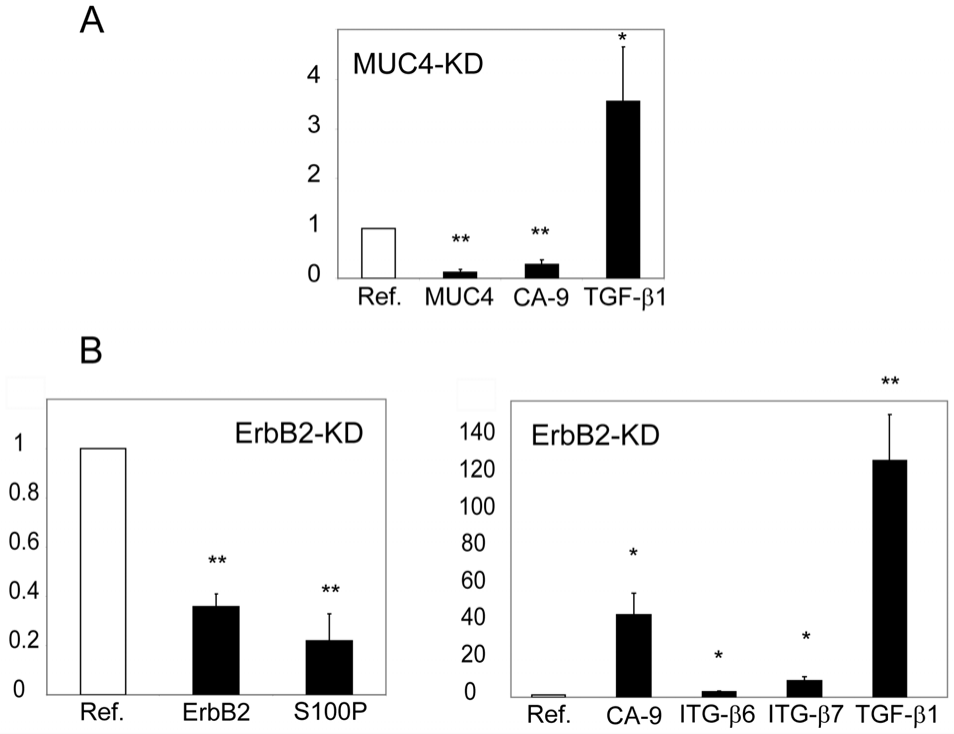
Validation of impact of ErbB2 and MUC4 on gene expression. Levels of expression of selected genes from microarray analysis were studied by qRT-PCR in MUC4-KD clones (**A**) or ErbB2-KD clones (**B**). Expression levels were normalized to mRNA levels of GAPDH housekeeping gene and shown as x-fold relative to the normalized expression of the respective target gene in Mock cells. Relative amounts of target genes were calculated using the ΔΔCt method. Values are means ± SEM from four independent samples. * = p<0.05 using student *t*-test. ** = p<0.01 using student *t*-test.

## Discussion

The mucin MUC4 is thought to form a complex at the membrane with the oncogenic receptor ErbB2 based on biochemical studies with rat homologue of MUC4 [4], [13], [28]. Both MUC4 and ErbB2 are overexpressed in several epithelial cancers (pancreas, breast, lung, oesophagus, colon, ovary) and both have been shown to play roles in tumour development [12], [15], [28], [29], [30]. The potential of these two membrane proteins as therapeutic targets to slow down/stop tumour development is obvious and has drawn a lot of attention to develop tools targeting them. However, the direct interaction between human MUC4 and ErbB2 has not been proven at this time, moreover, studies on their role in regulating the biological properties of cancer cells have always been carried out separately in different cellular models [3], [15], [17]. Moreover, if they function as a complex, we must understand the molecular mechanisms that both proteins control in cancer cells in order to develop tools that will target the complex.

In this work, we have undertaken to study the biological consequences of both MUC4 and ErbB2 suppression in the same cellular model to determine whether they control the same signalling pathways to promote tumorigenesis and develop arguments in favour of an active MUC4-ErbB2 complex.

Our results clearly show that MUC4 and ErbB2 interact physically in CAPAN-2 cells and that they activate different signalling pathways, MUC4 activating the JNK pathway and ErbB2 activating the p42/44 MAPK pathway. We also show that they play roles in different properties of cancer cells with ErbB2 clearly affecting proliferation, cell cycle and tumour growth whereas MUC4 shows a wider spectrum of activities ranging from proliferation, cell cycle, tumour growth but also migration and invasion. This adds to the complexity of MUC4 biological activities in cancer since at least three major signalling pathways are under its control in pancreatic cancer cells. The fact that MUC4 affects a wider spectrum of biological activities may be explained by the fact that it not only forms a complex with ErbB2 and participates in downstream cell signalling [13], [28], [30] but also may have other partners at the membrane *via* its different modular domains [4], [29], [31]. Indeed, MUC4 may alter migration/invasion because of its huge glycosylated extracellular domain that has the capacity to interact with numerous kinds of lectins, selectins, and receptors. Alteration of mucin glycosylation is well-described in cancer [4], [29] and may modify MUC4 properties. 

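The paper names several glycosyl-, fucosyl- and sialyltransferases. Of these, B3GNT3 (log2 ratio 1.61 ± 1.08), FUT8 (1.63 ± 0.31), B3GNT5 (1.31 ± 0.32), FUT11 (current symbol POFUT4, 0.27 on array 4 and 1.22 to 1.54 on the others) and ST3GAL6 (0.69 ± 0.36, where the value after ± is the SD, n = 4) were higher in the RNA labelled MUC4-KD than in the RNA labelled Mock, on 4 of 4 arrays each. ST6GALNAC5 (-1.68 ± 0.88) and FUT1 (-1.76 ± 0.48) were lower on 4 of 4 arrays. Limma adjusted p-values ranged from 0.00404 for FUT8 to 0.0394 for B3GNT3. In the direction of Table S3 the first 5 genes are lower in MUC4-KD and the last 2 higher. Array 4 stood apart for ST3GAL6 (0.15, against 0.81 to 0.89 on the others) and ST6GALNAC5 (-0.36, against -2.17 to -2.07). Leaving out each array in turn, no gene of the 7 kept a limma adjusted p under 0.05 in all 4 cases (up to 0.169 for ST3GAL6). B3GNT3 was well above background in the RNA labelled Mock on 3 of 4 arrays.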

Future investigations will be useful to better understand MUC4 biology related to its extracellular glycosylated domain as we found several glycosyl/fucosyl/sialyl-transferases with decreased (ST3GAL6, B3GNT5, B3GNT3, FUT8, FUT11) or increased (ST6GALNAC, FUT1) expression in our microarray data (table S3). 

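Galectin-1 (LGALS1) had a log2 ratio of 1.23 ± 0.30 (SD, n = 4) in the RNA labelled MUC4-KD over the RNA labelled Mock and was higher on 4 of 4 arrays (limma adjusted p = 0.00747), which is lower in MUC4-KD in the direction of Table S3. With each array left out in turn the ratio stayed between 1.11 and 1.32, and 3 of the 4 cases passed (limma adjusted p up to 0.0611).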

Galectins, lectins that are known to interact with mucins and alter cancer cell properties [24], [32], [33], were found to be down-regulated in MUC4 deficient cells (galectin-1) (table S3). Recent work showed interaction between MUC4 and galectin-3 [34], thus interaction with the other galectins will have to be investigated in order to show whether these interactions are specific or more general. This illustrates the fact that the cellular context (environment) will have profound impacts on MUC4 biological role. This is especially true in pancreatic cancer where a huge stromal reaction surrounds epithelial counterparts of the tumour [35], [36], [37], [38]. 

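The integrin subunits ITGA5, ITGA6 and ITGA1 had log2 ratios of 1.30 ± 0.58, 1.13 ± 0.21 and 0.74 ± 0.46 (SD, n = 4 for each) in the RNA labelled MUC4-KD over the RNA labelled Mock, and FNDC3B, which encodes a protein with fibronectin type III domains, was at 1.01 ± 0.34. Each was higher on 4 of 4 arrays, with limma adjusted p-values of 0.0190, 0.00603, 0.0430 and 0.0133. EPSTI1 went the other way, at -1.69 ± 0.83 (limma adjusted p = 0.0205), and was lower on 4 of 4 arrays. Its other probe was at -1.68 and passed. The other FNDC3B probe was at 0.34, higher on 3 of 4 arrays, and did not pass (limma adjusted p = 0.196). With each array left out in turn, ITGA6 passed in 3 of the 4 cases and the other genes in 1 (limma adjusted p up to 0.182 for ITGA1). In the direction of Table S3 the integrins and FNDC3B are lower in MUC4-KD and EPSTI1 is higher.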

Interestingly, we found downregulation of several components (integrins α1/α5/α6, epithelial-stromal interaction 1 (EPSTI1), fibronectin type III) that may, together with altered MUC4 expression in cancer cells, modify epithelial-stromal interactions. We also confirmed the strong link between MUC4, ErbB2 and ErbB3 [13] that excludes the two other members of the ErbB family (ErbB1 (EGF-R) and ErbB4), since ErbB2 silencing reduced ErbB3 and MUC4 suppression led to a reduction in expression of both ErbB2 and ErbB3.

Decreased proliferation in cells lacking MUC4 is most likely due to the alteration of the JNK pathway since it is known that this pathway promotes proliferation and decreased apoptosis in a tumour context [39], two alterations that we found in MUC4-deficient cells. It is also clearly associated with cell cycle arrest, cyclin D1 repression as well as other members of cell cycle that we found decreased (>2 fold decrease) in microarray analyses (cyclin B1, cell division cycle 2 variant (CDC2), epithelial cell transforming sequence 2 oncogene (ECT2), a protein elevated during the G2-M phase of the cycle, cyclin G2) (table S3). 

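The probes of CDC2 (current symbol CDK1), ECT2 and CCNB1 had log2 ratios of 1.42 ± 0.20, 1.12 ± 0.27 and 0.99 ± 0.26 (SD, n = 4 for each) in the RNA labelled MUC4-KD over the RNA labelled Mock and were higher on 4 of 4 arrays, with limma adjusted p-values of 0.00365, 0.00820 and 0.0108. The CCNG2 probe of Table S3 was at 0.53 ± 0.34, also higher on 4 of 4 arrays, and did not pass (limma adjusted p = 0.0586). The 2 other CCNG2 probes were at 1.15 and 1.91 and both passed (limma adjusted p = 0.0300 and 0.00232). Of 9 alternatives 6 call the gene (adjusted p by limma or the methods' t-test from 0.00350 to 0.674). The CCNG2 probes at 0.53 and 1.15 were well above background in the RNA labelled Mock on 3 of 4 arrays. Of the 2 other ECT2 probes, 1 was at 1.35 and passed and 1, also well above background there on 3 of 4 arrays, was at 0.09 and did not (limma adjusted p = 0.636). CDC2 passed with each array left out, ECT2 in 3 of the 4 cases and CCNB1 in 2 (limma adjusted p up to 0.0815). These 4 genes are lower in MUC4-KD in the direction of Table S3. The paper states that decreased proliferation goes with cell cycle arrest and with the decrease of these genes.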

Alteration of proliferation in cells lacking ErbB2 is clearly associated with alteration of the cell cycle and cyclin D1. The link between these pathways may be the activating protein-1 (AP-1), a transcription factor known to regulate MUC4 [40] and cyclin D1 [41] expression, the JNK pathway [42] and that is regulated by the p42/44 MAPK pathway [41]. We hypothesize that lack of ErbB2 may induce a reduction of p42/p44 activation and therefore a reduction of cyclin D1 and MUC4 expression *via* AP-1 (Figure 6). AP-1, *via* alteration of the JNK pathway, could also be responsible for the repression of the membrane-bound mucin MUC1 that was observed in MUC4-KD cells, since the *MUC1* promoter contains several binding sites for AP-1 (Figure 6). Concerted regulation of membrane-bound mucins has already been observed *in vivo* since downregulation of Muc1 mRNA was detected in the Muc16 homozygous knock-out mouse [43]. This could reflect a more general mechanism to counteract the absence of a membrane-bound mucin in certain situations and allow normal function of the cell [30], [44].

**Figure 6:**
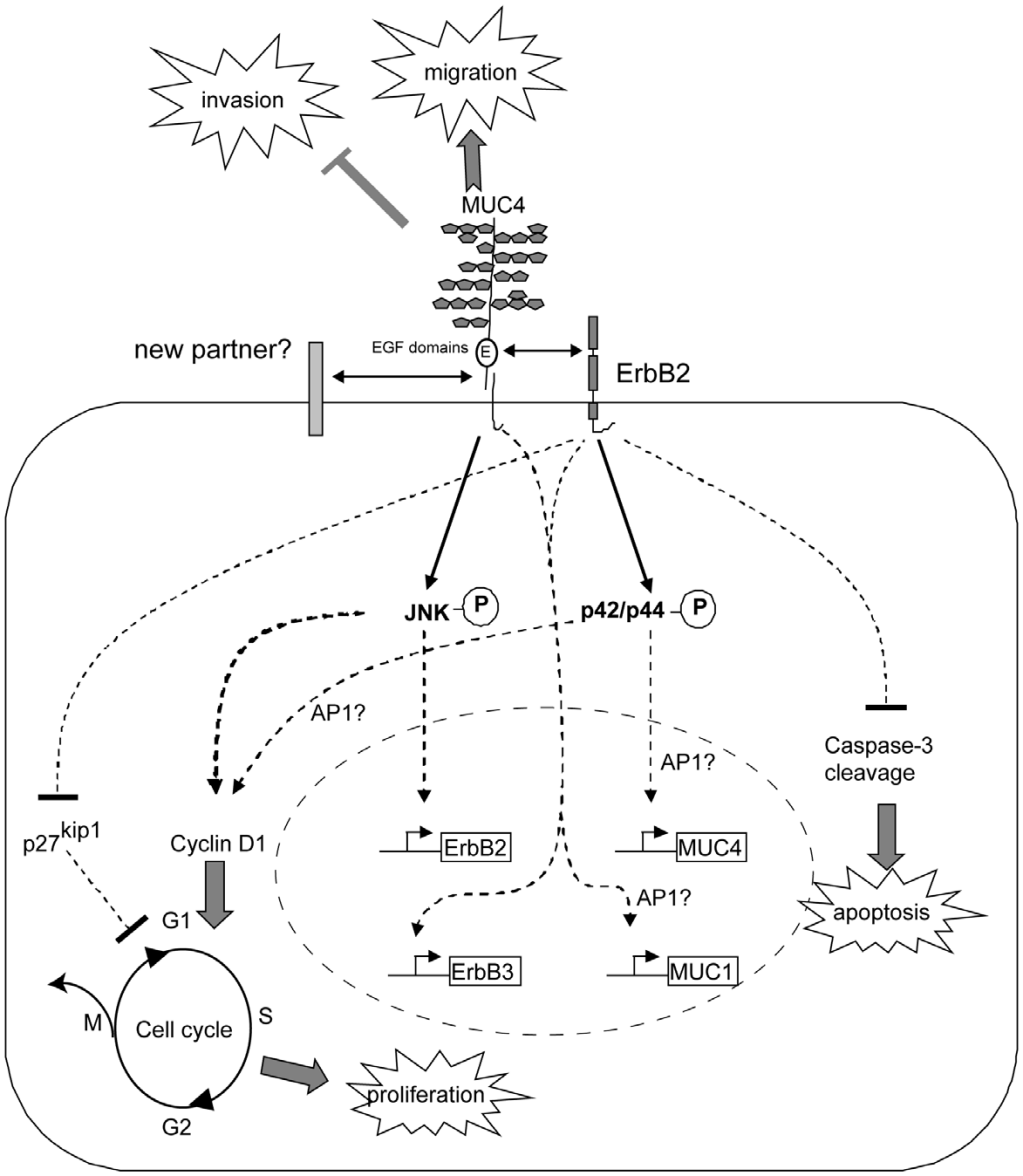
Schematic representation of ErbB2 and MUC4 distinct roles on biological properties of CAPAN-2 pancreatic cancer cells.

Another important pathway in pancreatic tumour progression is the TGF-β pathway that shows antagonistic effects on tumour cells as it represses proliferation in the early stages and promotes metastasis at later steps [45]. We previously showed that TGF-β1 is a key regulator of MUC4 expression in pancreatic cancer cells *via* the TGF-βRII/Smad3–4 pathway [20]. Accordingly, in MUC4 deficient cells we found, in microarray analyses, inhibition of Smad3 and TGF-βRII. 

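SMAD3 had a log2 ratio of 1.53 ± 0.46 (SD, n = 4, limma adjusted p = 0.00834) in the RNA labelled MUC4-KD over the RNA labelled Mock and was higher on 4 of 4 arrays. Its other probe was at 2.01 and passed (limma adjusted p = 0.00232), and the first probe passed in 3 of the 4 cases with an array left out (limma adjusted p up to 0.0611). The TGFBR2 probe of Table S3 was at 0.53 ± 0.33 (SD, n = 4), higher on 4 of 4 arrays, and did not pass (limma adjusted p = 0.0561), while the other TGFBR2 probe, well above background in both RNAs, was at 2.34, higher on 4 of 4 arrays, and passed (limma adjusted p = 0.00176). With the log ratios of Feature Extraction the first TGFBR2 probe, which was well above background in the RNA labelled Mock on 3 of 4 arrays, was at 1.71. Of 9 alternatives 6 call this probe (adjusted p by limma or the methods' t-test from 0.00250 to 0.681). Both genes are lower in MUC4-KD in the direction of Table S3.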

We also found a strong induction of TGF-β1 mRNA expression in cells lacking ErbB2 or MUC4. 

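On the arrays TGFB1 was higher than the control in the mean of each experiment as labelled and passed an adjusted p of 0.05 by limma in neither. Over 9 alternatives of processing, model or test, its log2 ratio stayed between 0.44 and 0.56 in ErbB2-KD, with an adjusted p by limma or the methods' t-test from 0.111 to 0.536. In the RNA labelled MUC4-KD it stayed between 0.44 and 0.47, with 1 of the 9 alternatives passing (adjusted p by limma or the methods' t-test from 0.0366 to 0.799), and in the direction of Table S3 it is lower. The difference between the experiments as labelled was -0.05 (limma adjusted p = 0.924).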

From these results, we hypothesize that MUC4 inhibition induces expression of TGF-β_1_ at the mRNA level to create a loop of regulation (feedback) that would result in up-regulation of ErbB2 or MUC4 and promote tumour cell proliferation.

Despite the fact that it is thought that MUC4 may alter migration/invasion/adherence properties of cancer cells *via* its huge extracellular domain and modified steric hindrance [4], [29], adherence to two kinds of matrix was not modified in the absence of MUC4 in our model. On the other hand, the observed increased invasion in the absence of MUC4 was a bit surprising as we did not find any significant variation of metalloproteinase expression (MMP2, -7 or -9) (not shown) and decrease of collagen, type VIII alpha 1 (COL8A1) expression, a component of the stromal reaction in pancreatic cancer, was observed in microarray analyses. 

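MMP2 was not well above background in either RNA on any MUC4-KD array, so no ratio is given. MMP7 had a log2 ratio of 0.17 ± 0.33 (SD, n = 4, limma adjusted p = 0.441) and was higher on 3 of 4 arrays. It was well above background in the RNA labelled Mock on 2 of 4 arrays, and its ratio was 1.55 with the log ratios of Feature Extraction. MMP9 was at 1.67 ± 0.57 (SD, n = 4, limma adjusted p = 0.0102) in the RNA labelled MUC4-KD over the RNA labelled Mock and higher on 4 of 4 arrays, which is lower in MUC4-KD in the direction of Table S3. Without each array in turn the ratio was 1.45 to 1.90, and 2 of the 4 cases passed (limma adjusted p up to 0.0761). The paper's methods list antibodies against MMP2 and MMP9 for blots and no MMP primers, so its statement may be about protein and not RNA. COL8A1 was higher as labelled on 4 of 4 arrays and is lower in the direction of Table S3, with a ratio of 0.41 on array 4 and of 2.05 to 2.64 on the others.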

Previous data indicated that increased FAK phosphorylation and β-catenin levels in MUC4-transfected cells could influence cell migration without directly altering cell adhesion through its action on the ErbB2-ErbB3 complex [12], [15]. Our observation that MUC4 silencing leads to a decreased migration but no alteration of cell adhesion is in accordance with these data. The fact that FAK was not altered by MUC4 silencing in our model suggests that this property may be mediated by yet another pathway.

ErbB2 was not found to play major roles in cell migration/invasion as cells lacking ErbB2 did not show any significant alteration of migration/invasion despite the fact that we found a significant increase of integrin-β6 and -β7 expression in the transcriptome of ErbB2-KD cells. This may be explained by the fact that these two integrins are involved in migration/invasion in other cell types (keratynocytes) [46] or types of cancer (breast, colon, stomach and ovary) [47], [48], [49] and that in pancreatic cancer integrins β1/β4 seem more preponderant [50].

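For the integrin subunits in ErbB2-KD, ITGB7 kept its direction with each array left out in turn (log2 ratio over NT from 2.31 to 2.56) and passed in 2 of the 4 cases (limma adjusted p from 0.0169 to 0.0770). ITGB6 was lower than NT on each array, with log2 ratios of -0.87, -0.65, -1.72 and -0.97, and with the log ratios of Feature Extraction its mean was -1.65. Of 9 alternatives 3 passed (adjusted p by limma or the methods' t-test from 0.0387 to 0.328).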

Finally, MUC4 activity on tumour cell properties is most likely cell-specific (state of differentiation, tumour site origin: primary or metastatic) as we did not find the same results with moderately differentiated CAPAN-2 cells, which derive from a primary tumour [51] when compared with previous studies conducted in the poorly differentiated pancreatic cancer cell model HPAF-CD18, which derives from peritoneal ascitic fluid [52].

In conclusion, we show that inhibition of ErbB2 and MUC4 expression did not impair the same signalling pathways (inhibition of MUC4 expression affects the JNK pathway whereas that of ErbB2 alters the MAPK pathway) and produced different effects on pancreatic cancer cell biological properties, suggesting independent activity of these two proteins (Figure 6). Our data also suggests a role in pancreatic tumour growth for ErbB2, while MUC4 is involved in both tumour growth and dissemination. These data bring new information regarding molecular mechanisms under the control of both MUC4 and ErbB2 that will have to be taken into account for developing efficient targeting of both proteins in order to slow down/stop pancreatic tumour development.

## Supporting Information

Figure S1 **Expression of MUC1 membrane-bound mucin and ErbB receptor family in the two representative clones of MUC4-KD and ErbB2-KD cells by Western blotting and their respective controls (Mock and NT).**
(TIF) Click here for additional data file.

Figure S2 **Impact of ErbB2 and MUC4 on FAK and Akt signalling pathways.** Western blot were carried out for FAK, phospho-Akt and Akt in MUC4-KD, ErbB2-KD and their respective controls (Mock and NT). β-actin was used as the internal control.
(TIF) Click here for additional data file.

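At an adjusted p under 0.05 in each experiment (331 probes in ErbB2-KD and 4925 in MUC4-KD among those tested in both), 119 probes were shared, where 70.6 would be by chance (Fisher's exact test, p = 7.68e-10), 70 in the same direction as labelled and 49 in opposite directions. A test of the difference itself, with limma over the 8 arrays, found 2558 of 25835 probes whose change differed between the knockdowns (1679 higher and 879 lower in MUC4-KD as labelled). With the MUC4-KD ratios in the direction of Table S3 it found 4440, and 991 probes are in both sets. Across the 23081 probes the mean log2 ratios of the experiments had a Pearson correlation of 0.12 as labelled, and probes are not independent replicates. Centring on the median in place of loess moved the count of differing probes to 117.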

Figure S3 **Venn diagram of regulated genes in MUC4-KD vs Mock cells compared with ErbB2-KD vs NT cells.**
(TIF) Click here for additional data file.

Table S1 **Primer sequences used for qRT-PCR.**
(DOC) Click here for additional data file.

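Table S2 lists a fold change for 254 probes, 127 higher and 127 lower in ErbB2-KD. All 254 equal the mean of the deposited log ratios within 0.0001 on the log2 scale, and all have a p under 0.01 by the methods' t-test on those log ratios. Of the 254 probes 242 were tested here, all with the sign of the table. Of these, 169 passed 2-fold at a limma p under 0.01 and 185 an adjusted p of 0.05. The median size was 1.20 on the log2 scale after normexp and loess and 1.51 in the table. The genes with the largest mean ratio of any probe past the adjusted threshold were HSD17B12 (4.22 ± 1.04), MAGED1 (4.09 ± 0.67), SRGN (3.70 ± 1.30), C6orf15 (3.61 ± 1.19) and MLPH (3.18 ± 0.69), higher in ErbB2-KD, and SLC12A7 (-4.59 ± 0.47), BAMBI (-3.89 ± 1.57), DET1 (-3.65 ± 0.56) and H2AJ (-3.17 ± 0.37; SD, n = 4 for each), lower. H2AJ ranks among them by its other probe, at -4.88 (limma adjusted p = 0.00166). The 2 other tested probes of SLC12A7 were at -1.21 and -0.35, and those of MLPH at 0.53 and 0.90. The former were well above background in ErbB2-KD on at most 2 of 4 arrays and the latter in NT on at most 1. The sizes of these dim probes are therefore not compared. RTL6 was not well above background in ErbB2-KD and, in the mean of the arrays, at least 21.2-fold lower, a bound from the channels' normalized values that is open to dye bias. Limma adjusted p-values of these 10 genes ranged from 0.00411 for SLC12A7 to 0.0400 for BAMBI, all with 4 of 4 arrays in one direction. HSD17B12 was well above background in NT on 1 of 4 arrays and DET1 in ErbB2-KD on 1 of 4. Their sizes and ranks are therefore uncertain as well. With the log ratios of Feature Extraction HSD17B12 was at 7.78 and DET1 at -6.45. With each array left out in turn, each of the 10 genes failed the threshold in at least 1 case (limma adjusted p up to 0.159 for SRGN).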

Table S2 **List of gene differentially-regulated (fold change >2, p<0.05) in ErbB2-KD vs. NT control cells.**
(XLS) Click here for additional data file.

Table S3 **List of gene differentially-regulated (fold change >2, p<0.05) in MUC4-KD vs. Mock control cells.**
(XLS) Click here for additional data file.

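The first 1998 of the 2081 rows of Table S3 could be read. They list 955 probes as higher and 1043 as lower in MUC4-KD, each with the opposite sign to the mean of the deposited log ratios as labelled, and all 1998 have a p under 0.01 by the methods' t-test on those log ratios. Of the 1998 probes 1989 were tested here, 1006 of which passed 2-fold at a limma p under 0.01 and 1701 an adjusted p of 0.05. Largest in the RNA labelled MUC4-KD were TGFBI (log2 ratio 4.05 ± 0.35), ANGPTL4 (3.92 ± 0.98), LTB (3.47 ± 0.62) and IL1B (3.30 ± 1.09), and CCL2, which was not well above background in the RNA labelled Mock and, in the mean of the arrays, at least 10.7-fold higher. This bound does not hold on each array, since CCL2 was at 0.81 on array 4 and between 4.05 and 4.69 on the others. Lowest were S100P (-4.24 ± 0.35), OASL (-3.95 ± 0.45), BEX2 (-3.66 ± 0.26), MX2 (-3.52 ± 1.08) and OVOL1 (-3.39 ± 0.65; SD, n = 4 for each). Limma adjusted p-values ran from 0.000988 for TGFBI, S100P and BEX2 to 0.0215 for CCL2, each with 4 of 4 arrays in one direction. With an array left out, CCL2 (limma adjusted p up to 0.129), MX2 (0.0663), ANGPTL4 and IL1B (0.0573) failed the threshold in at least 1 case, and the other genes in none. In the direction of Table S3 the first 5 genes are lower in MUC4-KD and the last 5 higher. Of the 41 genes named by the paper, 39 were tested in MUC4-KD and 38 in ErbB2-KD. Of these, 31 and 8 passed the limma adjusted p over all probes, and 35 and 16 adjusted over the list alone, which for the genes the paper chose from these arrays is not independent evidence.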

Table S4 **Gene Ontology Analysis of ErbB2-KD vs. NT control cells.**
(XLS) Click here for additional data file.

Table S5 **Gene Ontology Analysis of MUC4-KD vs. Mock control cells.**
(XLS) Click here for additional data file.

# Supplementary material for: The Mucin MUC4 and Its Membrane Partner ErbB2 Regulate Biological Properties of Human CAPAN-2 Pancreatic Cancer Cells via Different Signalling Pathways
**Source:** PLoS One. 2012 Feb 29;7(2):e32232. doi: 10.1371/journal.pone.0032232
**Supplement:** Table S1 — Primer sequences used for qRT-PCR.

| Gene | Primers (5’→3’) | Melting temperature(°C) |
| --- | --- | --- |
| MUC4 | F: GCC CAA GCT ACA GTG TGA CTC A  R: ATG GTG CCG TTG TAA TTT GTT GT | 50 |
| ErbB2 | R: CCA GCT GGC TCT CAC ACT G  F: AGC CCT TAC ACA TCG GAG AAC | 52 |
| S100P | F: AAA GAC AAG GAT GCC GTG GAT  R: AGG CAG ACG TGA TTG CAG C | 55 |
| ITG6 | F: CAT GTC CGC CAG ACT GAG G  R: GAG CCC AGC TCC TTT ATT GTG | 55 |
| ITG7 | F: ATG GTG GCT TTG CCA ATG GT  R : GGA CAG GTG AGG ATT CCG C | 55 |
| TGF-1 | F: CAC TCT CAA ACC TTT ACG AGA CC  R: CGT TGC TAG GGG CGA AGA TG | 55 |
| CA9 | F: TTG CCA GAG TTG ACG AGG C  R: CGA TTT CTT CCA AGC GAG ACA G | 55 |
| GAPDH | F: CCA CAT CGC TCA GAC ACC AT  R: CCA GGC GCC CAA TAC G | 55 |

Table S1. : Primer sequences used for qRT-PCR.

How the deposited data were processed for this re-analysis (not part of the article)

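Gene expression was measured in CAPAN-2 cells on 8 Agilent 2-colour arrays: 4 ErbB2-KD clones against a pool of 4 NT clones and 4 MUC4-KD clones against a pool of 4 Mock clones. The conditions, the replicate numbers and the dye of each RNA were taken from the sample labels and the methods. The ErbB2-KD clones are named in the labels and those of MUC4-KD are not; the methods state 4 clones for each, which was followed. If 2 MUC4-KD arrays held the same clone, the n of 4 would be too high. Some probes split these arrays into 1 with 3 and 2 with 4, which have opposite dyes, and dye swaps of 2 clones are not ruled out. The counts were therefore also made with each of these pairs averaged, which leaves 2 values.

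The authors scanned each array and deposited its Feature Extraction 10.5.1.1 output, which holds the raw spot and background intensity of each channel as the median over the pixels, and the log10 ratio of Cy5 over Cy3 after Feature Extraction's own background subtraction and dye normalization. They also deposited a table of log10 ratios. On every array these equal the log ratios of Feature Extraction, or their negatives where the labelled knockdown is in Cy3, within 2e-05, so the table already runs from knockdown to control as labelled and was not used as a separate alternative. The paper used GeneSpring 10 from there, with a fold change and a p threshold.

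The design had named the mean intensity of each spot; the files hold the median intensity, which was used in its place. In R 4.3.3 with limma 3.58.1, background was corrected by normexp with an offset of 50, outlier spots were left out, and each array was normalized by loess. Ratios were turned to labelled knockdown over labelled control, and spots of one probe were averaged, giving 41000 probes from 43376 spots. A probe was tested if it was well above background on all 4 arrays in the channel of the knockdown or in that of the control. The mean log2 ratio was tested against 0 with lmFit and eBayes in each experiment. The counts use a 2-fold or 5-fold change at an unadjusted p under 0.01, after the paper, and an adjusted p under 0.05 (Benjamini-Hochberg). The difference between the knockdowns was tested with limma over all 8 arrays. An exact sign-flip test of 4 arrays cannot go below p = 0.125. The pool of each experiment counts as 1 control sample, so no test includes the spread between control clones.

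Of the 41000 probes, 25398 were given a current gene symbol through their accession and 192 through Tables S2 and S3; 15410 have none. The genes named in the text were set by a rule before the data were examined: every gene the paper names for its arrays, its qRT-PCR or the ErbB and mucin families, and the 5 symbols with the largest change in each direction and experiment among probes past the adjusted threshold with the same direction on 4 arrays. The value is that of the probe listed in Table S2 or S3, otherwise of the brightest probe. A probe not well above background in one RNA on every array has only a bound ("at least N-fold"), made from the normalized values of the channels and open to dye bias. One gene the paper names is not reported here. The 7 fixed gene lists (interferon response, G2/M, G1/S, MAPK output, AP-1, TGF-β response, hypoxia) were tested with camera at a preset correlation of 0.01, with fry and with an estimated correlation. They were written before the array files were seen, but after the paper and Table S3. The interferon response list was chosen from the first rows of Table S3 and the hypoxia list because of CA9.

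The signals limit the precision: 58.0% to 74.9% of probes were well above background in a channel. Among 143 bright probes with several spots, the SD over spots of one array was 0.03 to 0.04 for the log2 ratios of Feature Extraction. Their SD between arrays after normexp and loess was 0.42 in ErbB2-KD and 0.32 in MUC4-KD. The 2 SDs are on differently processed ratios, and neither covers dim probes. The steps were tested on simulated data with the spread of the real arrays and 200 changed probes. With a log2 change of 2, limma recovered 88.0% of them among 23869 probes in ErbB2-KD, 87.0% among 25047 in MUC4-KD and 87.5% among 25835 for the difference, where 12.1% of the calls were false (more than the adjusted p of 0.05 allows for); with a change of 1 it recovered 0 in ErbB2-KD and 35.5% in MUC4-KD.

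Alternatives were a normexp offset of 10, the log ratios of Feature Extraction, median centring, no filter on dim probes, a filter in both channels, a dye term, the slide as a block (the arrays lie on 3 slides, each with arrays of both experiments), an intensity trend with robust eBayes, 1 fit over all 8 arrays, the Student's test of the methods, an unadjusted p under 0.05, gene symbols in place of probes, the mean of all probes of a gene, the replicate number as a block, and leaving out each array in turn. For the intensity trend the lists were tested with cameraPR on the moderated statistic. Gene Ontology terms, the qRT-PCR values and the blots were not analysed here, and no genome coordinates are given.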

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

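The tests of the MUC4 direction, of mixed RNA, of weak signal, of dye-swapped clones, of the interferon response and of CA9 were chosen after the result was seen; those of slide 2, of the spread between arrays, of the Mock pool and of other splits were set before. All MUC4-KD values are RNA labelled MUC4-KD over RNA labelled Mock, and the direction of Table S3 is the opposite one.

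MUC4 was higher on every MUC4-KD array in the RNA labelled MUC4-KD (log2 ratio 1.84), while ERBB2 was lower on every ErbB2-KD array (-0.40); the difference between these opposite directions was not tested as such. The arrays argue against a dye bias of the MUC4 probe, since after turning by the dyes the lowest of the 4 arrays was still at 1.09, and against a single probe that measures another transcript, since the other MUC4 probe with the lowest adjusted p was at 1.34 and all tested MUC4 probes went the same way in the mean. An exchange of the labels of the 2 RNAs on the MUC4-KD arrays is a candidate explanation: the fold changes of Table S3 have the opposite sign to the labelled ratios for 1998 of 1998 probes, and those of Table S2 the labelled sign. An exchange in the deposited labels and an exchange in Table S3 both give opposite signs. MUC4 is lower in the direction of Table S3, which speaks for the former if the knockdown lowered MUC4 RNA. The paper reports this by qRT-PCR, with CA9 lower as well, and a smaller share of cells in G2/M. MUC4, CA9 and the G2/M list are all lower in the direction of Table S3. These results argue against the labelled direction. TGFB1, higher by the paper's qRT-PCR, goes the other way but did not pass on the arrays. No biological explanation was tested.

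On MUC4-KD array 4, CA9 was at 0.40 (2.45 to 2.63 on the others), ST3GAL6 at 0.15 (0.81 to 0.89), ST6GALNAC5 at -0.36 (-2.17 to -2.07) and CCL2 at 0.81 (4.05 to 4.69), each far from the other 3 arrays. In ErbB2-KD, array 4 was far from the others for ITGB7 (1.82, against 2.53 to 2.59), and array 2 for the median signal in Cy3 (248, against 100 to 116) and in Cy5 (593, against 158 to 201). These are 7 of 98 groups examined, and chance flags about 1 in 20 groups. Why ErbB2-KD array 2 was brighter was not tested. Its other values among these groups were not far from the rest by the same test. Over all probes, however, 166 set ErbB2-KD array 2 alone apart, against 17, 24 and 1 for arrays 1, 3 and 4.

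MUC4-KD array 4 correlated least with the other MUC4-KD arrays (r across probes 0.32 to 0.51, against 0.66 to 0.82 among the other 3; probes are not independent replicates). Over 2213 probes changed on the other 3 arrays, its median ratio to their mean was 0.28. A partial mixing of the 2 RNAs would shrink every ratio alike, and the G2/M list argues against it, with 0.96 on array 4 and 0.83 to 1.02 on the others. This test replaced a first one, also set after the correlations were seen, on the SD of the bright probes, which was 0.73 on array 4 and 0.68 to 0.72 on the others and argued against mixing as well. A shared effect of slide 2 cannot be told apart: its red over green deviations correlated with those of ErbB2-KD array 2 by 0.24, within the 0.02 to 0.26 of all pairs across the experiments. The median Cy3 background was higher on array 4 (39) than on arrays 1 to 3 (18, 23 and 18). Weak signal on array 4 also cannot be told apart. It was tested in 3 ways, each set after earlier values were seen. The first compared the share of probes well above background in Cy3, 58.0% against at least 65.7%, a gap of 7.72 points, which was under the 10 points then asked for and went against weak signal. The second took the brightest 5483 probes, where the median ratio of the changed probes was 0.807, just above the 0.8 asked for. The third asked for correlations over those probes as high as among the others, and they were 0.38 to 0.64 against 0.66 to 0.82. The smaller shrinkage among bright probes (0.807) than over all changed probes (0.28) goes with weak signal, and these low correlations do not. Because the test was changed 2 times on seeing its outcome, its result carries little weight. A biological difference of the clone on array 4, such as a weaker knockdown, stays open and untested.

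Of the MUC4-KD probes, 61 split the arrays into 1 with 3 and 2 with 4, with values within 0.5 in a pair and over 1.5 apart between pairs, 0 into 1 with 4 and 2 with 3, and 76 into the pairs of the same dye. BAMBI, at 1.23 and 0.95 on arrays 1 and 3 and at -2.35 and -1.97 on arrays 2 and 4, is an example. Arrays 1 and 3, and 2 and 4, have opposite dyes, so dye swaps of 2 clones in place of 4 clones would give such a split. They cannot be told apart from 4 clones. The ErbB2-KD arrays, with 4 named clones, also had 31 probes for one pairing of opposite dyes and 3 for the other. Across probes arrays 2 and 4 correlated by 0.36, less than arrays 2 and 3 (0.67), and 248 probes set array 4 alone apart, which dye swaps of 2 clones do not predict but a fault of array 4 would give. If they are 2 clones, n is 2 in MUC4-KD.

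The change of 2558 probes differed between the knockdowns as labelled, by a test of the difference itself. Among the genes tested in both, the difference (MUC4-KD minus ErbB2-KD) was -4.76 for ITGB7, -6.00 for KRT81, -5.41 for KRT86, 4.63 for SERPINA3, 2.47 for ITGB6, 2.83 for MUC4, 2.58 for EGFR and -4.23 for S100P. These directions rest on the labels: with the MUC4-KD ratios in the direction of Table S3, ATP2C2, COL8A1, CA9 and S100P differ and the other 7 of these genes do not. Of 35 splits of the arrays into 4 and 4, 1 gave as many differing probes, the real one, and no other gave more than 11. The arrays thus grouped by experiment. Because the arrays of an experiment share 1 pool, the splits cannot exclude chance properties of the pools. A difference between the knockdowns, between the pools NT and Mock, and between stable transfection and retroviral infection may each contribute, and the design holds no array that separates them (0 arrays of single Mock clones).

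The 2 gene lists below, which the paper does not discuss, changed in MUC4-KD: the interferon response genes had a mean log2 ratio of -2.18 and the hypoxia genes one of 1.23, as labelled. The interferon response list was chosen from the first rows of Table S3 and the hypoxia list because of CA9, so these changes are not independent evidence. An interferon response to shRNA expression cannot be told apart for MUC4-KD, where the list was lower as labelled on 4 of 4 arrays. The list would be higher in the direction of Table S3, toward which the paper's qRT-PCR of MUC4 points, so this explanation stays open. For ErbB2-KD the arrays argue against it, since the list was lower on every array than in NT, the highest array mean being -0.39. For the hypoxia list no explanation was tested.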

How the results depend on the processing

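The alternatives were set before the data were examined, except 4 chosen after seeing the values: the log ratios of Feature Extraction together with the methods' t-test, the same with probes well above background in both channels, the MUC4-KD ratios turned to the direction of Table S3, and the MUC4-KD arrays averaged as dye-swapped pairs, 1 with 3 and 2 with 4. The authors' deposited table equals the log ratios of Feature Extraction, so it is the same alternative. For the difference between the knockdowns, 1 fit over all 8 arrays is the main analysis itself. Unless said otherwise, the cause of a change was not tested.

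No result that passed its threshold changed its sign under an alternative. Of the results that did not pass, 5 of genes and 3 of lists changed sign, none past the threshold where the sign differed: S100P (up to 0.22) and CCND1 (down to -0.18) in ErbB2-KD, CCND1 (up to 0.34), ERBB2 (up to 0.02) and MUC1 (up to 0.28) in MUC4-KD, and the G1/S (down to -0.15), AP-1 (down to -0.03) and hypoxia lists (up to 0.09) in ErbB2-KD. Of 75 gene results, 56 passed an adjusted p of 0.05, and all 56 kept their direction throughout; 13 of them passed with every array left out, 0 of 17 in ErbB2-KD and 13 of 39 in MUC4-KD. ERBB2 kept its side of the threshold under all 13 alternatives (-0.44 to -0.18).

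With the log ratios of Feature Extraction, the 2-fold and 5-fold counts were 1045 and 238 in ErbB2-KD, 3842 and 643 in MUC4-KD and 340 and 47 in both, and the difference between the knockdowns 4076. With a normexp offset of 10, 140 probes in MUC4-KD and 11 in both changed 5-fold. The 5-fold changes in MUC4-KD were 36 higher and 54 lower as labelled in the main analysis, 72 and 68 with the offset of 10, 412 and 231 with Feature Extraction 47 and 42 with median centring and 93 and 72 without replicate 4, so the larger side depends on the processing. Other splits changed side as well: with Feature Extraction's log ratios and the methods' t-test, 147 probes were higher and 136 lower in ErbB2-KD (55 and 40 at 5-fold), and with the filter in both channels as well, 817 were higher and 889 lower in MUC4-KD.

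With median centring, the adjusted counts were 31 in ErbB2-KD and 1 in MUC4-KD (2701 and 2175 at an unadjusted limma p under 0.05), 613 probes changed 2-fold in MUC4-KD (494 higher and 119 lower as labelled, against 928 and 612) and 65 in both, and 117 differed between the knockdowns. MUC4 in MUC4-KD did not pass (1.92, limma adjusted p = 0.281, over alternatives from 0.000577). The SD between arrays of the median probe was 0.41 and 0.85 under this centring, against 0.30 and 0.28 after loess.

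With no filter on dim probes, the adjusted counts were 50 and 2936, and 117 probes changed 2-fold in both. The adjusted count in ErbB2-KD was 190 with a dye term, 548 with an intensity trend and 1121 with 1 fit over all 8 arrays; that in MUC4-KD was 9551 with the slide as a block. An unadjusted p under 0.05 gave 4306 and 10069, and 7365 for the difference, by construction. Counting gene symbols gave 977 (2-fold) and 3268 (adjusted) in MUC4-KD and 1657 for the difference, by construction fewer.

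By the methods' t-test, the 2-fold and 5-fold counts were 194 and 35 in ErbB2-KD, 617 and 59 in MUC4-KD and 13 and 3 in both; the adjusted counts were 0 (3177 at an unadjusted p under 0.05; 342 by limma) and 105, and the difference 547. MUC4 in MUC4-KD did not pass (1.84, adjusted p = 0.109). With Feature Extraction's log ratios and that test, chosen after seeing the values, the 2-fold and 5-fold counts were 283 and 95 in ErbB2-KD, 2423 and 531 in MUC4-KD and 50 and 16 in both, with 0 adjusted in ErbB2-KD (3299 at an unadjusted p under 0.05). With the filter in both channels as well, they were 204 (ErbB2-KD, 2-fold), 204 (MUC4-KD, 5-fold) and 30 (both, 2-fold), and the adjusted counts 0 and 2737. The turned direction gave 4440 for the difference.

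Leaving out each array in turn, the 2-fold and 5-fold counts in ErbB2-KD ranged from 392 to 628 and from 46 to 76, and the adjusted count from 0 (without replicate 1; 3864 at an unadjusted limma p under 0.05) to 489 (without replicate 2). In MUC4-KD they ranged from 926 (without replicate 3) to 2457 (without replicate 4), from 78 to 165 (without replicate 4) and from 154 (without replicate 3) to 9348 (without replicate 4). In both, they ranged from 104 (without ErbB2-KD replicate 3) to 212 and from 5 to 10. The difference ranged from 640 (without MUC4-KD replicate 3) to 5059 (without MUC4-KD replicate 4), MUC4 from 1.67 to 2.09 (1.71 without replicate 3, limma adjusted p = 0.0729), ERBB2 from -0.43 to -0.34, and the gene lists called from 5 to 7.

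With the MUC4-KD arrays averaged as dye-swapped pairs, which leaves 2 values, the 2-fold, 5-fold and adjusted counts in MUC4-KD were 1573, 88 and 3593, those in both 179 and 7, and the difference 597. Of the 39 genes that passed in MUC4-KD, 37 did so with the 2 values, in a test that rests on the variance shared over probes.

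Of the 14 list tests, 7 passed with camera, 4 with fry and 0 with an estimated correlation, where the lowest adjusted p was 0.0882.

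The replicate numbers do not pair the arrays: the deviations of same-numbered arrays had correlations of -0.11, -0.23, -0.04 and -0.12. With the replicate number as a block the difference was 584.

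Signal over background limits the ratios of dim probes: 58.0% to 74.9% of probes were well above background in a channel, and the offset of 50 shrinks the ratios of the others.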

Differences from the paper's values

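The paper's counts and the fold changes of its Tables S2 and S3, as log2 values in the direction of each table, were compared with the values found here. Those below differ. The alternatives were set before the data were examined unless said otherwise.

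The paper's text names the 5-fold change before the 2-fold change beside 254 and 61 genes. The counts were read here in the other order, 254 genes at 2-fold and 61 at 5-fold in ErbB2-KD, because Table S2 lists 254 probes under a fold change above 2, with 35 higher and 25 lower at 5-fold. Read in this way, the paper's count of genes changed 2-fold in ErbB2-KD is 254, and 574 probes were found here. The methods' t-test comes within 1.5 times the paper's (194), as do the log ratios of Feature Extraction with that test (283, and 204 with probes well above background in both channels), both chosen after seeing the values; the other alternatives do not. The paper's count of genes changed 5-fold in MUC4-KD is 326, with 90 here, and the paper's count of those that were lower is 209, with 36 here in the direction of Table S3; no alternative comes within 1.5 times. For the paper's 117 higher, with 54 here, only the log ratios with the methods' t-test and the filter in both channels do (101), chosen after seeing the values. The 1998 rows of Table S3 that could be read list 117 probes at least 5-fold higher, which is the paper's count, and 126 lower. The other 83 rows could not be read, so the paper's 209 lower could not be checked against the table. The paper's count of genes changed 2-fold in both is 37, with 179 here; the log ratios with the methods' t-test (50, and 30 with the filter in both channels), chosen after seeing the values, come within 1.5 times, and no alternative set before does.

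In ErbB2-KD, the paper's log2 change is -2.39 for ATP2C2 (here -1.86), 3.04 for ITGB7 (here 2.38), -3.41 for SERPINA3 (here -2.31), 2.51 for COL8A1 (here 1.86), 5.79 for MAGED1 (here 4.09), 5.24 for C6orf15 (here 3.61) and -5.14 for SLC12A7 (here -4.59). In MUC4-KD, in the direction of Table S3, the paper's is 3.78 for ATP2C2 (here 2.85), 3.47 for KRT86 (here 2.96), -2.33 for ITGB6 (here -1.42), 5.13 for S100P (here 4.24), -1.14 for ST3GAL6 (here -0.69), -2.78 for B3GNT3 (here -1.61), 2.81 for EPSTI1 (here 1.69), -1.28 for CCNG2 (here -0.53), -1.71 for TGFBR2 (here -0.53) and 4.07 for BEX2 (here 3.66). With the log ratios of Feature Extraction all 17 fall within the error of the paper's. With a normexp offset of 10 ATP2C2, COL8A1 and SLC12A7 in ErbB2-KD and KRT86, ITGB6, ST3GAL6 and B3GNT3 in MUC4-KD do, and with the mean of all probes of the gene CCNG2 and TGFBR2. So do ATP2C2 without ErbB2-KD replicate 1 or 2, SLC12A7 without ErbB2-KD replicate 2, KRT86 without MUC4-KD replicate 2 or 4, and ITGB6, ST3GAL6, B3GNT3 and EPSTI1 without MUC4-KD replicate 4. The other alternatives leave the differences.

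The paper's text gives EPSTI1 as lower in MUC4-KD; in the direction of Table S3 it is higher, both in the table and here. It gives no significant variation of MMP9 in MUC4-KD. On the arrays MMP9 was at 1.67 as labelled (limma adjusted p = 0.0102, higher on 4 of 4 arrays). The sentence on MMP9 names no assay, but the methods list an MMP9 antibody for blots and the primers include no MMP. The paper's result may thus be one of protein, and the array value of RNA does not contradict it. It gives ITGB6 as higher in ErbB2-KD, where ITGB6 was at -1.05 and lower on 4 of 4 arrays (limma adjusted p = 0.0657, and by limma or the methods' t-test from 0.0387 to 0.328 over the alternatives). It gives S100P as lower in ErbB2-KD by qRT-PCR; on the arrays it was at -0.01 and lower on 3 of 4 (limma adjusted p = 0.994). It gives TGFB1 as higher in both knockdowns; on the arrays neither passed (limma adjusted p = 0.333 in ErbB2-KD and 0.104 in MUC4-KD, higher on 3 of 4 arrays in each as labelled), and in the direction of Table S3 it was lower in MUC4-KD. Of 9 alternatives, 1 calls TGFB1 in MUC4-KD (adjusted p by limma or the methods' t-test from 0.0366). It gives CA9 as higher in ErbB2-KD; its mean was 1.68, higher on 3 of 4 arrays, and did not pass (limma adjusted p = 0.271). It gives ErbB2 as lower in ErbB2-KD; ERBB2 was lower on 4 of 4 arrays and did not pass.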

Other observations

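The tests of CA9 and of the interferon response were chosen after the result was seen; that of the spread between arrays was set before. MUC4-KD values are given as labelled, and the direction of Table S3 is the opposite one.

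After loess, more probes passed an adjusted p of 0.05 in MUC4-KD (5136) than in ErbB2-KD (342). With median centring in its place the order was the opposite, 1 against 31, so the excess depends on the normalization. A smaller spread between the MUC4-KD arrays was tested as a technical explanation. With 1 spread over all 8 arrays the counts after loess were 6738 and 1121, a ratio of 6.01, which argues against the spread as the whole cause of the excess after loess. A property of the one Mock pool cannot be told apart, since 0 of the 8 arrays hold a single Mock clone. Whether chance gives the 2-fold counts of each experiment cannot be excluded by turning the signs of arrays: 1 of 8 sets of signs gave as many in each experiment, the real one, and 8 sets are too few.

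CA9 was higher in ErbB2-KD arrays 1 and 3 than in arrays 2 and 4. Arrays 1 and 3 share slide 1. An artefact of that slide acting on one dye is argued against, since Cy5 over Cy3 was positive on array 1 and -3.65 on array 3. A difference between the clones, which the design names, stays open and untested.

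The interferon response genes were lower in ErbB2-KD than in NT, with a mean log2 ratio of -0.90 over 46 probes, lower on 4 of 4 arrays (camera adjusted p = 1.07e-15, by fry 0.0748 and with an estimated correlation 0.366). In MUC4-KD their camera adjusted p was 9.54e-28 (by fry 0.0108 and with an estimated correlation 0.320), and 45 of 48 probes passed limma's adjusted p. The hypoxia genes were higher as labelled on 4 of 4 MUC4-KD arrays (camera adjusted p = 3.80e-13, by fry 0.00304 and with an estimated correlation 0.187). Both lists were chosen after results of these arrays in the paper, so their p-values in MUC4-KD are not independent evidence.

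For genes that the paper measured as proteins, the arrays gave these log2 ratios. In ErbB2-KD, MUC4 was at -1.81, -1.53, -1.22 and 0.57 on the 4 arrays (limma adjusted p = 0.259, with 2 of its 3 other probes the opposite way), ERBB3 at -0.10, CCND1 at 0.08, MUC1 at -0.86, EGFR at -1.13 and CDKN1B at -0.20, none past an adjusted p of 0.05. In MUC4-KD as labelled, EGFR was at 1.45 (limma adjusted p = 0.00404) and CDKN1B at 0.88 (0.0132, its other probe at 0.36 with 0.0909), both higher on 4 of 4 arrays. ERBB3 was at -0.64 (limma adjusted p = 0.0509, lower on 4 of 4 arrays), and 5 of 9 alternatives pass (adjusted p by limma or the methods' t-test from 0.00935 to 0.852). ERBB2 was at -0.24 (limma adjusted p = 0.498, lower on 2 of 4), MUC1 at -0.42 over 3 arrays (0.542) and CCND1 at -0.01 (0.990). The 2 other CCND1 probes were at 0.37 and 0.65, the latter past the threshold (limma adjusted p = 0.0221) and higher on 4 of 4 arrays, so the probes disagree. ERBB4 was not well above background in ErbB2-KD or NT on any array.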
